# EXPRESSION OF CONCERN: Collaboration of MYC and RUNX2 in lymphoma simulates T‐cell receptor signaling and attenuates p53 pathway activity

**DOI:** 10.1002/jcb.29143

**Published:** 2019-06-30

**Authors:** Jodie Hay, Kathryn Gilroy, Camille Huser, Anna Kilbey, Alma Mcdonald, Amanda MacCallum, Ailsa Holroyd, Ewan Cameron, James C. Neil

**Keywords:** lymphoma, MYC, p53, RUNX, senescence, SMYD2

## Abstract

MYC and RUNX oncogenes each trigger p53‐mediated failsafe responses when overexpressed in vitro and collaborate with p53 deficiency in vivo. However, together they drive rapid onset lymphoma without mutational loss of p53. This phenomenon was investigated further by transcriptomic analysis of premalignant thymus from RUNX2/MYC transgenic mice. The distinctive contributions of MYC and RUNX to transcriptional control were illustrated by differential enrichment of canonical binding sites and gene ontology analyses. Pathway analysis revealed signatures of MYC, CD3, and CD28 regulation indicative of activation and proliferation, but also strong inhibition of cell death pathways. In silico analysis of discordantly expressed genes revealed *Tnfsrf8/CD30*, *Cish*, and *Il13* among relevant targets for sustained proliferation and survival. Although *TP53* mRNA and protein levels were upregulated, its downstream targets in growth suppression and apoptosis were largely unperturbed. Analysis of genes encoding p53 posttranslational modifiers showed significant upregulation of three genes, *Smyd2*, *Set*, and *Prmt5*. Overexpression of SMYD2 was validated in vivo but the functional analysis was constrained by in vitro loss of p53 in RUNX2/MYC lymphoma cell lines. However, an early role is suggested by the ability of SMYD2 to block senescence‐like growth arrest induced by RUNX overexpression in primary fibroblasts.

## 1 INTRODUCTION

The oncogenic potential of RUNX2 was first discovered through its identification as a target for transcriptional activation in a retroviral mutagenesis screen in transgenic mice overexpressing MYC in the T‐cell compartment (CD2‐*MYC*).^1^ It was subsequently shown that any of the three murine *Runx* family genes can be selected for activation in this transgenic model,^2^, ^3^, ^4^ suggesting a redundant oncogenic role for RUNX overexpression in the context of MYC‐induced lymphoma. Consistent with this hypothesis, transgenic mice over‐expressing MYC along with either RUNX1 or RUNX2 display rapid onset of T or B‐cell lymphomas.^5^, ^6^ Furthermore, retroviral mutagenesis screens in CD2‐*RUNX2* mice identified both *MYC* and *MYCN* as preferred targets for activation, indicating a strong selection for co‐activation of both gene families as drivers of lymphoma.^7^

The *Runx* genes have also been observed as preferred targets for retroviral activation in Eμ‐Myc transgenic models and in mice deficient in p53 or p19^Arf/Cdkn2a^,^8^ but are rarely seen in end‐stage tumors of wild‐type mice. A rationale for this selective targeting is that the *Runx* genes operate as “conditional” oncogenes, inducing growth arrest when activated in primary cells but driving tumor development when combined with MYC overexpression or loss of function of the p53 pathway.^9^ In support of this hypothesis, overexpression of RUNX2 alone is growth suppressive in early T‐cell development, blocking differentiation and proliferation at the β‐selection stage, but confers predisposition to lymphoma and collaborates strongly with germ‐line inactivation of p53.^7^, ^10^ Moreover, ectopic expression of any of the RUNX family induces senescence‐like growth arrest (SLGA) in primary mouse or human fibroblasts through a process that depends on the integrity of both the p19^Arf^/p53 and p16^Cdkn2a^/Rb arms of the tumor suppressor response.^11^, ^12^, ^13^, ^14^

The CD2‐*MYC* model also displays the phenomenon of conditional oncogenesis, as these mice have a low incidence of lymphoma development, and mice that remain healthy display no detectable expression of the transgene.^15^ Although the CD2 locus control region (LCR) is active from the common lymphoid precursor stage,^16^ spontaneous tumors in the CD2‐*MYC* model display productive T‐cell receptor (TCR) rearrangement and express CD3.^15^ Moreover, analysis of TCR β‐chain usage in CD2‐*MYC* lymphomas suggests that autoreactive cells may be selected.^17^

In light of the potent effect of p53 loss on both CD2‐*RUNX2* and CD2‐*MYC* lymphoma development, it was surprising that the combination of both transgenes led to the rapid development of tumors in which the p53 pathway appears to be intact.^18^ In support of this interpretation, the wild‐type p53 allele is retained in primary tumors in CD2‐*RUNX2*/CD2‐*MYC*/p53^+/−^ mice, but rapidly lost on in vitro culture of lymphoma cell lines which also display de novo activation of the p53‐repressed target p19^Arf^.^18^ Moreover, unlike spontaneous tumors in CD2‐*MYC* mice, CD2‐*RUNX2*/CD2‐*MYC* early onset lymphoma cells display a low apoptotic index along with immunoblastic morphology, indicating that this potent oncogene combination overcomes the propensity of RUNX2 and MYC to induce, respectively, growth arrest and apoptosis.^18^

The molecular mechanism of p53 “bypass” in this context remains unexplained but is addressed in this study where the combinatorial effect of MYC and RUNX2 was examined by transcriptome analysis of thymus tissues from 10‐day old CD2‐*MYC*/CD2‐*RUNX2* mice, in which previous studies have shown a large polyclonal expansion of premalignant cells.^2^, ^6^, ^18^, ^19^ The combination of MYC and RUNX2 orchestrates TCR downstream responses in favor of survival and proliferation. Moreover, our findings indicate that p53 is upregulated but functionally quiescent in prelymphoma cells, suggesting that posttranslational control of the p53 activity is important for potent MYC/RUNX oncogenic synergy.

## 2 METHODS

### 2.1 Cells, constructs, and retroviral transductions

Animals were routinely monitored and killed when showing signs of ill health in line with the UK Animals (Scientific Procedures) Act, 1986. CD2‐*MYC*, CD2‐*RUNX2*, CD2‐*MYC*/CD2‐*RUNX2*, and Runx2/MYC/p53^+/−^ transgenic animals and their maintenance were described previously.^19^ Littermate‐matched genotype controls were used to control for mouse strain. The GIMP cell lines were established by culturing tumor cells arising from Runx2/MYC/p53^+/−^ in vitro. Retroviral transductions of primary murine embryo fibroblasts (MEFs) were performed as described previously.^12^ The retroviral vectors were based on the pBabe plasmid carrying the puromycin‐selectable marker. cDNA encompassing the complete coding sequence of SMYD2 and SMYD5 was cloned into a GFP‐selectable MIGR1 expression vector and used to transfect GP + E86 producer lines. Viral supernatents were then collected and used to transduce primary MEFs before sorting cells expressing GFP. RUNX1‐GFP transductions were as previously described.^5^

### 2.2 Microarray analysis

RNA was isolated and purified from the thymuses of 10‐day‐old wild‐type and CD2‐*MYC/Runx2* transgenic mice as previously described.^2^ Microarray analysis was based on a previously archived dataset (GEO accession number GSE80254). Briefly, whole genome expression profiling was performed using Affymetrix mouse GeneChip microarrays (MoGene‐1) in triplicate as per the manufacturer's protocol (Affymetrix, UK). Data analysis was carried out using Partek Genomics Suite (Partek Inc, St. Louis, MO). After Robust Multichip Average normalization^20^ with GC content pre‐background adjustment, differential expression analysis was performed using ANOVA. Multiple testing correction was performed and “q‐value” cut‐offs selected^21^ with gene changes of q < 0.05 considered significant. Graphical representations of data were prepared using CLC Genomics Workbench 4.^2^

### 2.3 Cell proliferation and senescence staining

The CellTiter‐Glo Luminescent Cell Viability Assay was performed as per the manufacturer's instructions. Briefly, the CellTiter‐Glo assay reagents were prepared according to the manufacturer's protocol. Next, in a white 96‐well plate (Nunc, Thermo Fischer Scientific), 25 µL of cell suspension was added along with 25 µL of prepared CellTiter‐Glo reagent. Plates were then incubated for 30 minutes at room temperature before luciferase activity was determined using a luminometer. Growth curves were performed over 15 days in triplicate using trypan blue as a vital stain, whereas senescence‐associated beta galactosidase (SA‐β‐gal) staining was assayed in parallel after 8 days, both as described previously.^12^

### 2.4 Western blots and antibodies

Preparation of protein extracts from whole cells or day 10 mouse thymus tissue was performed as described previously.^12^ Samples equivalent to 30 μg total protein (Bio‐Rad protein assay) were resolved on 8%, 10%, or 17% SDS‐polyacrylamide gels and transferred to enhanced chemiluminescence (ECL; Amersham) nitrocellulose membranes. The antibodies used were α‐p16^INK4a^, α‐p21^WAF1^, α‐actin (sc‐1207, sc‐471, and sc‐1616, respectively; Santa Cruz Biotechnology), α‐p19^ARF^ (ab80; Abcam), α‐p53 and α‐SMYD2 (IC12 and D14H7, respectively; Cell Signaling Technology). Western blots were developed using ECL reagent according to the manufacturer's protocol.

### 2.5 Bioinformatic analyses

Microarray analysis was performed and significantly changed genes were defined as described above. Principal component analysis (PCA) was performed in R using the base statistics functions then visualized using the “Rgl” package. Transcription factor binding site enrichment analysis for various gene subsets was performed using the “Anchored Combination Site Analysis tool” from the oPOSSUM 3.0 suite of tools for anchored RUNX2/MYC binding (with MYC as the anchoring site and RUNX as the anchored site), or the “Single Site Analysis” tool for MYC or RUNX2 sites individually, using default settings.^22^ Gene Ontology analysis using DAVID was performed for the stated gene lists using default settings. The Ingenuity Pathway Analysis platform (IPA, Qiagen) was used to perform pathway analysis by loading gene IDs, fold‐changes, and q‐values from the stated gene lists, then performing a core expression analysis using default settings. Heatmaps, barcharts, Venn diagrams, and scatterplots were produced using custom R scripts.

## 3 RESULTS

### 3.1 Premalignant thymus reveals a co‐operative program of transcriptional regulation by MYC and RUNX2

As reported previously and illustrated in Figure 1A, CD2‐*MYC/*CD2‐*Runx2* mice develop rapid onset thymic lymphoma with complete penetrance whereas the parental CD2‐*Runx2* and CD2‐*MYC* strains display low lifetime rates of tumor development.^6^ To explore further the mechanism of this potent oncogene collaboration, we analyzed early transcriptome changes in the thymus of 10‐day‐old CD2‐*Runx2*/CD2‐*MYC* mice. These mice harbor a large premalignant population comprising a thymocyte fraction that is 40%‐60% polyclonal, as assessed by rearrangement of TCR β‐chain genes. This premalignant phase precedes the development of oligoclonal end‐stage thymic lymphomas that disseminate to peripheral lymphoid tissues and other organs at age 4 to 6 weeks.^2^, ^6^, ^19^ RNA samples extracted from 10‐day thymus tissues were analyzed by Affymetrix gene expression microarray (MoGene‐1) and compared with normal controls from the same strain background (C57/CBA).^2^ 

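Thymus RNA of 10-day-old mice was measured on 3 RUNX2/MYC arrays (CD2-Runx2/CD2-MYC mice, in which CD2 control elements drive both transgenes in T cells) and 3 wild-type (WT) arrays of the same strain background, each labelled as a separate biological replicate. The transgene product separated the groups: Runx2 had a log2 signal of 11.82 ± 0.12 (SD, n = 3) on the RUNX2/MYC arrays and 7.94 ± 0.0026 (SD, n = 3) on the WT arrays, a log2 fold change of 3.89 (standard error 0.093, adjusted p = 4.3e-05 from limma). The probe set of mouse Myc had a log2 fold change of -0.48 (standard error 0.13, adjusted p = 0.119), and the mouse probe set need not read a MYC transgene. RNA came from whole thymus, so each value averages over thymocytes, epithelium and the other cells of the organ. The authors' log2 signals were used as deposited. The submitters' processing notes name RMA, which corrects background, normalizes between arrays and summarises the probes of a probe set, and Affymetrix Expression Console 1.4, while the methods name Partek Genomics Suite with a GC content adjustment before background correction. Of the probe sets with values the annotation pairs 21789 with 1 gene symbol, 1621 with several and 12146 with none. Log2 signals ran from 3.75 to 14.56, with array medians of 7.44, 7.31 and 7.37 for RUNX2/MYC replicates 1 to 3 and 7.49, 7.47 and 7.41 for WT replicates 1 to 3. RUNX2/MYC was compared with WT by limma (moderated linear models on the log2 scale, with Benjamini-Hochberg adjustment over all probe sets), and a gene is called higher or lower at an adjusted p under 0.05. A gene's value is that of its brightest probe set among those pairing with that gene alone, and names of a further 56 genes that the annotation does not pair in this way, Runx2 and Trp53 among them, were taken from the probe set numbers in Table S1, of which the copy used here holds 1177 of the 1178 higher probe sets and all 239 lower ones. The number of arrays limits the precision: 3 against 3 allow 10 splits, so an exact permutation test of 1 value cannot give a p below 0.1.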

Parental CD2‐*MYC* and CD2‐*Runx2* strains were not analyzed here as most 10‐day‐old CD2‐*MYC* mice display no detectable transgene expression in thymus,^15^ whereas CD2‐*Runx2* mice at the same stage display only a small abnormal population of CD8 ISP cells with low proliferative capacity.^10^ The transcriptomic dataset was deposited previously during our study of lymphoma progression and retroviral mutagenesis^2^ but is used here for the first time to address the mechanistic basis of the MYC/RUNX2 oncogene collaboration.

**Figure 1:**
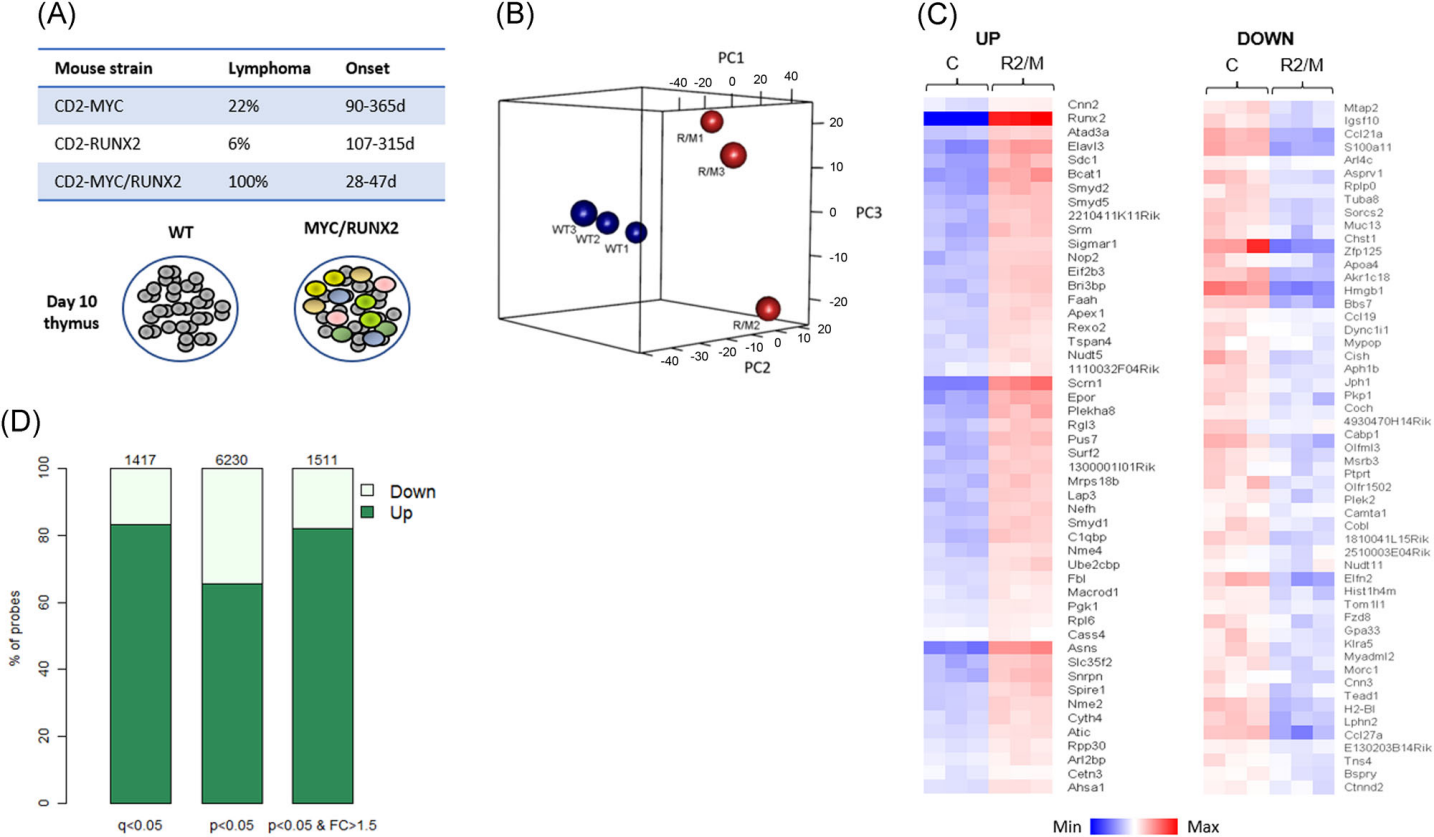
Transcriptome analysis of premalignant thymus in CD2‐*RUNX2*/CD2‐*MYC* mice. A, Summary of key features of the transgenic mouse models, as previously published.^6^, ^18^ Top panel: Table showing the relative frequency and time of onset of T‐cell lymphoma in CD2‐*RUNX2*/CD2‐*MYC* and parental mouse strains; bottom panel: schematic of 10‐day‐old RUNX2/MYC transgenic thymus showing polyclonal immunoblasts (colored) alongside phenotypically normal lymphocytes (gray).^18^ B, Principal Component Analysis (PCA) plot of microarray expression data, comparing 10‐day‐old thymus from WT and RUNX2/MYC mice (blue and red spheres, respectively). C, Heatmaps showing the top 50 up‐ and downregulated genes ranked by significance. Shown are replicates for WT control and transgenic RUNX2/MYC samples (C and R2/M, respectively). D, Bar plot showing the proportion of probes that are up‐ or downregulated using the significance thresholds shown. The numbers above the bars indicate the total number of significant changes for each threshold

Principal Component Analysis demonstrated good separation of the WT and RUNX2/MYC sample groups, and showed a higher divergence between the transgenic samples, indicative of increased polyclonality (Figure 1B). 

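On the first principal component, which held 60.5% of the variance over all probe sets, RUNX2/MYC replicates 2 and 3 lay at 39.4 and 45.2 and WT replicates 1 and 2 at -45.9 and -37.0, while RUNX2/MYC replicate 1 (-6.79) and WT replicate 3 (5.15) lay between them. Neither this component (exact permutation test, p = 0.2) nor the second (17.5% of the variance, p = 0.2 from the same test) or the next (9.66%, p = 0.6) reached the smallest p that the design allows. The mean Euclidean distance between arrays was 58.4 within RUNX2/MYC, 57.8 within WT and 73.0 between the groups, and the difference of 0.578 between the within-group distances was no larger than in other splits of the arrays (exact permutation test, two-sided, p = 1). RUNX2/MYC replicates 2 and 3 were 46.2 apart and WT replicates 1 and 2 were 42.0 apart, against 54.2 for RUNX2/MYC replicate 1 and WT replicate 2. The difference of the within-group distances turned to -2.05 when the values were normalized again by quantiles, to -0.296 by cyclic loess, and to -0.85 over the 1000 probe sets of highest variance. It stayed positive under median centring (0.65), 75th percentile centring (1.59), a filter on dim probe sets (0.13) and with probe sets of 1 gene (0.59). It was 0.23 over probe sets above the median signal. Without those numbered below the first annotated one, chosen after seeing the data, it was 3.24. It was -13.4 without WT replicate 2, -11.6 without RUNX2/MYC replicate 1, -1.24 without WT replicate 1, 5.95 without RUNX2/MYC replicate 3, 7.34 without RUNX2/MYC replicate 2 and 16.3 without WT replicate 3. Genes of adipocytes were high in 1 array: 10 of 13 measured were highest in RUNX2/MYC replicate 2, where Ucp1, the uncoupling protein of brown fat, had a log2 signal of 9.93 (6.12 to 6.95 in the other 5 arrays) and Car3 one of 10.57 (6.75 to 7.85).

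**Figure D1:**
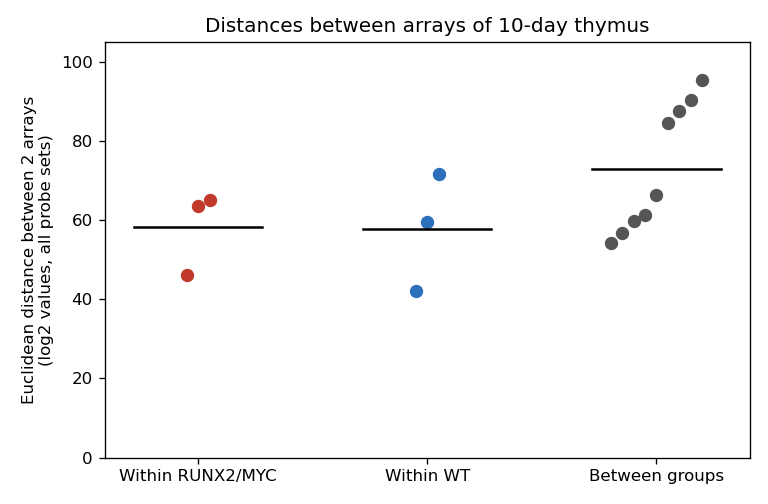
Euclidean distance between each pair of arrays over the log2 signals of all probe sets, for pairs within RUNX2/MYC, within WT and between the groups. Points are pairs of arrays and bars are means (58.4, 57.8 and 73.0), and the largest distance within a group (71.7, WT replicates 1 and 3) lies close to the mean between groups.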

The most significantly changed genes are illustrated in the heat map shown in Figure 1C. 

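Among genes that the annotation names, past the test and without overlap between the arrays of the groups, the largest rise was that of Prelid2, with a log2 fold change of 2.14 (standard error 0.29, adjusted p = 0.0241 from limma), followed by Scrn1 at 2.05 (standard error 0.099, adjusted p = 0.00191) and the nucleic acid channel-like gene Sidt1 at 1.97 (standard error 0.20, adjusted p = 0.0145). Enzymes of amino acid metabolism were among them: Asns, asparagine synthetase, rose from 8.04 ± 0.091 (SD, n = 3) to 9.97 ± 0.079 (SD, n = 3), a log2 fold change of 1.93 (standard error 0.092, adjusted p = 0.00191), and Bcat1, which transaminates branched-chain amino acids, rose by 1.53 (standard error 0.098, adjusted p = 0.00831). The kinase gene Rps6ka6 rose by 1.87, Wls, which is needed for Wnt secretion, by 1.79, Elavl3 by 1.61, the cyclin D1 gene Ccnd1 by 1.52 and Lysmd2 by 1.50. The largest falls were smaller: Pgm5 had a log2 fold change of -1.47 (standard error 0.17, adjusted p = 0.0172), the chemokine gene Ccl19 of -1.02, Runx1 of -1.02 (standard error 0.14, adjusted p = 0.0234), Prokr2 of -1.01, Cnn3 of -0.97, Lypd8 of -0.96, the interleukin-2 receptor gene Il2ra of -0.79, Plekhb1 of -0.73, Tnfrsf8 of -0.71 and Elfn2 of -0.68. Genes named through Table S1 alone would join the ranking at Runx2, Snhg1 (2.50, standard error 0.32, adjusted p = 0.0219) and, among the falls, Zfp125 (-1.29, standard error 0.17, adjusted p = 0.0219) and Ly6a. Of all probe sets 8672 (24.4%) had no overlap between the arrays of the groups, where chance gives 10%. Runx2, Asns and Scrn1 stayed past the threshold whichever single array was left out (largest adjusted p 0.00204, 0.0398 and 0.0398), and the calls of the other genes above that the annotation names ended without RUNX2/MYC replicate 2, RUNX2/MYC replicate 3 or WT replicate 2, and all but that of Elavl3 without WT replicate 1. Those of Prokr2, Lypd8, Tnfrsf8 and Elfn2 ended without WT replicate 3 as well. With the q values of the methods Prokr2 (q = 0.059, 9.4e-04 to 0.197 over its settings) and Lypd8 (q = 0.0515, 0.00204 to 0.146) did not pass. With Benjamini-Hochberg adjustment in their place only Scrn1, Asns, Rps6ka6, Elavl3, Bcat1, Ccnd1, Lysmd2, Ccl19 and Cnn3 of the annotated genes above passed. The calls of Prokr2 and Il2ra ended under median centring, and that of Elfn2 under 75th percentile centring and cyclic loess.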

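At an adjusted p under 0.05 from limma, 596 probe sets were higher and 45 lower in RUNX2/MYC thymus (93.0% higher), and the probe sets that pair with 1 gene alone stood for 460 higher and 20 lower genes. Among the higher genes were Gnl3 (log2 fold change 1.00), Dkc1 (0.89) and Polr1b (0.96), which act in the making of ribosomes, and among the lower ones Ccl19 and Runx1. With the ANOVA and q values that the methods name, run on the same log2 signals, 1213 probe sets were higher and 247 lower at a q under 0.05 (83.1% higher), 552 of the 1213 being among the 596. The direction split depended on how the arrays were scaled: with each array centred on its 75th percentile 209 were higher and 45 lower (82.3% higher), and with cyclic loess, chosen after seeing the data, 457 and 124 (78.7%). The counts rest on single arrays. Without RUNX2/MYC replicate 1 there were 872 higher and 718 lower (54.8% higher), without WT replicate 3 540 and 75, and without RUNX2/MYC replicate 2, RUNX2/MYC replicate 3, WT replicate 1 or WT replicate 2 there were 3, 3, 4 and 3 higher and 0 lower.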

As shown in Figure 1D, a q = < 0.05 cut‐off revealed a preponderance of upregulated genes, with almost five times as many significantly upregulated as downregulated genes (896 and 171 genes, respectively, from 1178 and 239 individual up and downregulated probes, respectively; Table S1). This bias towards upregulation was not observed in the much larger dataset generated by a *P* = < .05 cut‐off, but was restored by adding a filter for probe sets changed by >1.5‐fold. 

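At an unadjusted p under 0.05 from limma, 4283 probe sets were higher and 3296 lower in RUNX2/MYC thymus, so that 56.5% of 7579 were higher (95% binomial interval 55.4% to 57.6%, which treats probe sets as independent). Adding a fold change above 1.5 left 975 higher and 672 lower, or 59.2% of 1647 (56.8% to 61.6%). With the ANOVA of the methods the shares were 64.8% of 6022 and 78.8% of 995. Centring moved them in both directions: 75.8% and 74.9% were higher when each array was centred on its median, and 33.8% and 37.6% when it was centred on its 75th percentile. The median log2 fold change of all probe sets was -0.051, and over 10 bins of mean signal the median ran from -0.16 in the fourth to 0.13 in the eighth, so the probe sets of bright signal lay higher in RUNX2/MYC. The share at the unadjusted threshold was 44.0% without RUNX2/MYC replicate 1, 46.7% without WT replicate 3 and 68.7%, 71.4%, 70.2% and 70.8% without RUNX2/MYC replicates 2 and 3 and WT replicates 1 and 2.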

This indicates that the major difference is in the magnitude of changes in the upregulated set, and was observed previously for MYC‐regulated genes during the controversy over whether MYC acts as a “universal amplifier” that upregulates virtually all expressed genes^23^ or as an on‐off regulator of key target genes in cancer cells.^24^, ^25^

To explore the roles of MYC and RUNX2 in regulation, the genes meeting the q‐value significance threshold were analyzed for MYC and RUNX consensus binding motifs using a public domain toolset (http://opossum.cisreg.ca/oPOSSUM3/; Figure 2A). This analysis revealed a highly significant enrichment of canonical MYC sites within 1 kb upstream and 500 bp downstream of the promoters of upregulated genes, but not in the downregulated set. Similar enrichment was also noted at up to 10 kb from the target promoters, consistent with evidence that overexpressed MYC can regulate by enhancer “invasion” as well as by direct action at the promoter.^23^ In contrast, RUNX motifs were enriched near the promoters of the downregulated set and distal to promoters of the upregulated set. Intriguingly, anchored combination site analysis revealed enrichment of closely linked MYC and RUNX sites near the promoters of a subset of both up‐ and downregulated gene sets. Taken together, these observations suggest a dual role for MYC and RUNX in the regulation of both independent and overlapping gene sets, with potential direct coregulation of a critical subset. Although this analysis would not detect long‐range *cis* interactions or non‐DNA binding interactions, it indicates that direct DNA binding interactions play a significant role in their oncogenic collaboration. 

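Table S2 places a MYC-type and a RUNX site close together near 113 higher genes (209 pairs of sites) and 30 lower genes (75 pairs). Of the 111 higher genes measured under their symbol, 47 were higher in RUNX2/MYC thymus and none lower at an adjusted p under 0.05 from limma, with a median log2 fold change of 0.52. Of the 29 measured lower genes 3 were lower and none higher, with a median of -0.26. Adjusted over the list alone, 99 of the 111 and 17 of the 29 passed in that direction and 0 and 2 in the other. The study drew both lists from genes changed on these arrays, so their directions are not independent evidence. The tumour necrosis factor receptor gene Tnfrsf8, of the lower list, has a MYC-type site CACCACGTGCAG from -122 to -111 and a RUNX site TAGCCACAGCG from -147 to -137 relative to the transcription start, 14 bp apart in the table.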

The genes and locations of relevant motifs scored in the anchored transcription factor site analysis is presented in Table S2.

**Figure 2:**
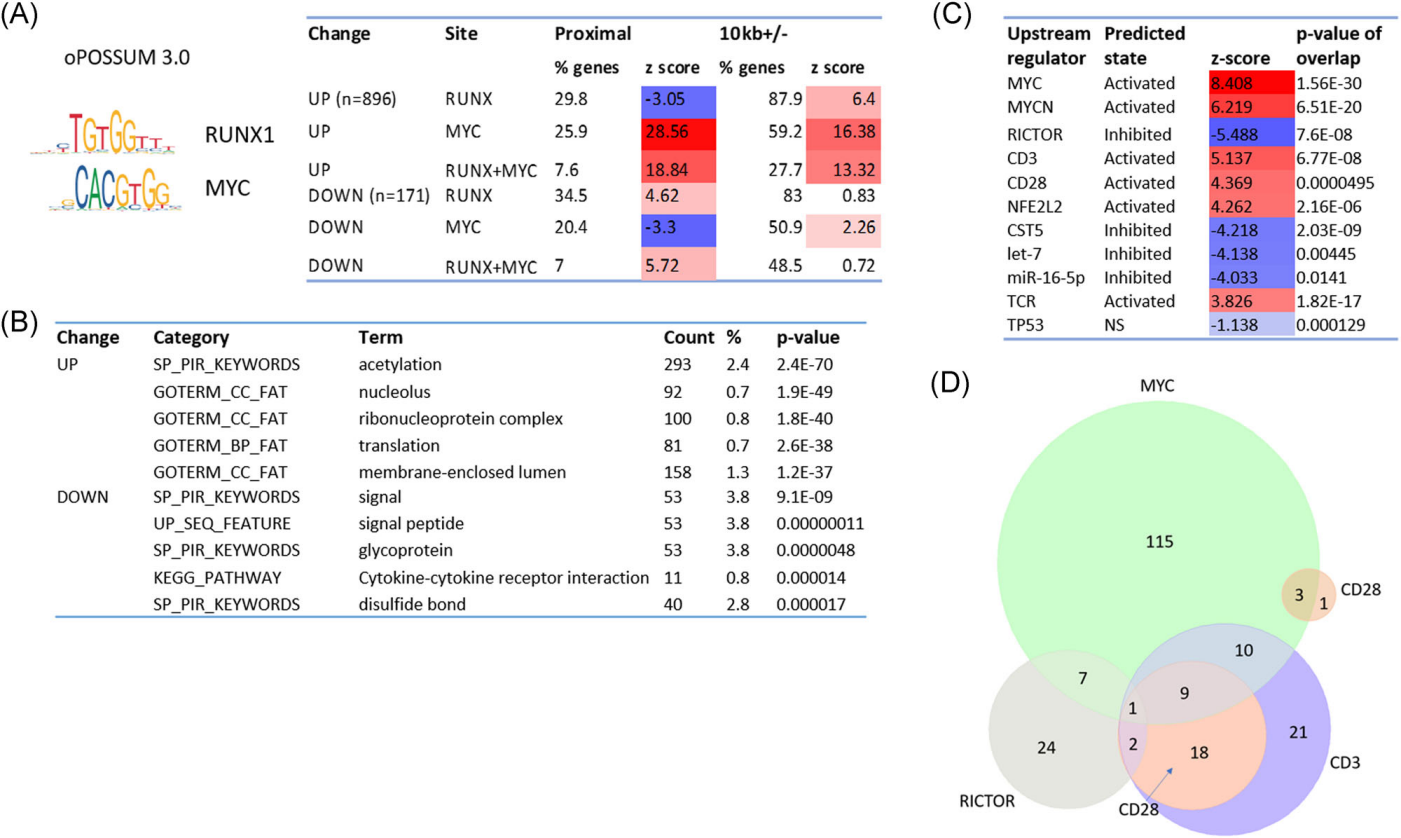
The functional analysis of transcriptomic changes in pre‐lymphomatous mouse thymus. A, The oPOSSUM analysis of RUNX and MYC binding sites. Left panel: Consensus binding sites for RUNX and MYC used in the analysis. Right panel: Table showing the percentage of RUNX, MYC, or RUNX + MYC binding sites found adjacent to the up‐ or downregulated genes (Proximal, defined as 1 kb upstream and 500 bp downstream of the promoter) or in the upstream promoter region (defined as up to 10 kb upstream or downstream of the promoter region). Significance is indicated with Z‐score, with those in red showing enrichment and those in blue showing fewer sites than expected. B, DAVID Gene Ontology analysis of the genes that are up‐ and downregulated in control vs RUNX2/MYC transgenic mouse thymus, showing the functional annotations that are most enriched. C, The top predicted upstream regulators of genes significantly changed in 10‐day RUNX2/MYC transgenic thymus (Ingenuity IPA). Significance is indicated using Z‐score. Predicted activation or inhibition states (red or blue bars, respectively) are as indicated. D, Weighted Venn diagram showing the overlap of the gene sets regulated by the top upstream regulators noted in panel C

As shown in Figure 2B, analysis by the DAVID functional annotation tool^26^ (https://david.ncifcrf.gov/home.jsp) also revealed a striking difference between the up‐ and downregulated genes, as only the former displayed highly significant enrichment for cell growth and metabolic processes typically associated with MYC overexpression.^27^ 

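Of 54 measured genes of ribosome biogenesis, a list fixed before the data were examined, 37 were higher and none lower in RUNX2/MYC thymus at an adjusted p under 0.05 from limma (54 higher when adjusted over the list alone), with a median log2 fold change of 0.68. Rrp1b, a nucleolar protein gene, rose by 1.17. Of 14 genes of one-carbon and serine metabolism 9 were higher (11 over the list alone; median 0.67), among them Shmt2, which makes one-carbon units in mitochondria, at 1.02 and Mthfd1 at 0.89. That list also holds Asns and Bcat1, which have its largest values (1.93 and 1.53), and Asns is on the amino acid response list as well. Of 25 genes of nucleotide synthesis 7 were higher (17; median 0.44), with Cad, which starts pyrimidine synthesis, at 1.03. Of 18 aminoacyl-tRNA synthetase genes 6 were higher (18; median 0.48), with Gars at 0.69, and of 24 translation factor genes 4 (17; median 0.34), with Eif2b3 at 0.84. Glycolysis had 5 of 14 higher (10; median 0.51; Pgam1 0.84), chaperones 11 of 32 (24; median 0.40; Hspd1 0.80, Trap1 0.80) and the amino acid response under ATF4 10 of 32 (15 higher and 1 lower over the list alone; median 0.22; Slc1a5 0.79, Slc7a5 0.65). Mitochondrial ribosomal protein genes had 11 of 77 higher (58; median 0.41; Mrps18b 0.88) and cytosolic ones 4 of 60 (25; median 0.25). In none of these 10 lists was a gene lower over all probe sets. Genes of oxidative phosphorylation had 1 of 83 higher (13; median 0.23) and the proteasome 1 of 48 (2; median 0.19). Polyamine synthesis had 2 of 5 higher (2 over the list alone), Srm at 1.05 and Odc1 at 0.68, but a median of 0.043. Of 46 genes of the cell cycle and DNA replication only Ccnd1 was higher (3 over the list alone; median 0.15).
Set against all other genes by camera with a preset correlation of 0.01, each of these lists but polyamine synthesis passed an adjusted p under 0.05, and the call of the cell cycle list ended under quantile normalization, cyclic loess and the filter on dim probe sets. With a correlation estimated from the 6 arrays none passed: the adjusted p was 0.0556 for ribosome biogenesis, 0.0534 for one-carbon metabolism and for glycolysis, 0.0574 for nucleotide synthesis, 0.0556 for chaperones and for the amino acid response, 0.0901 for translation factors, 0.109 for aminoacyl-tRNA synthetases, 0.135 for both groups of ribosomal proteins, 0.326 for oxidative phosphorylation and polyamine synthesis, 0.375 for the proteasome and 0.47 for the cell cycle. Some of these lists also vary between arrays of the same group. On the first component of the within-group deviations, with RUNX2/MYC replicate 1 (-34.9) and WT replicate 3 (38.4) at its ends, the median loadings of mitochondrial ribosomal proteins and oxidative phosphorylation lay at percentile 0 of random lists matched on mean signal, and those of cytosolic ribosomal proteins, one-carbon metabolism, translation factors and nucleotide synthesis at 0.97, 1.09, 1.49 and 1.56.

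**Figure D2:**
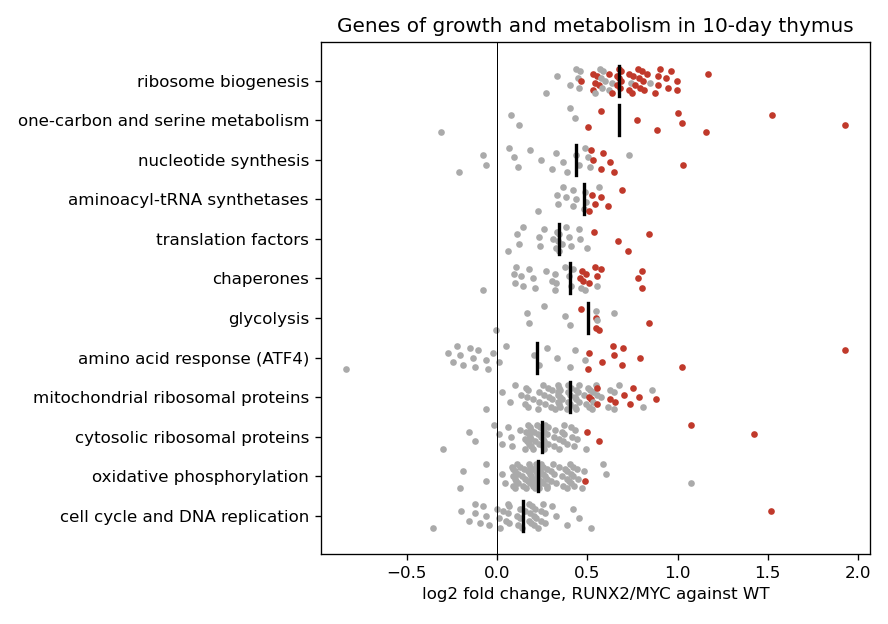
Log2 fold change, RUNX2/MYC against WT, of each measured gene of 12 lists of growth and metabolism. Points are genes, red where the adjusted p of limma is under 0.05, and the black bar is the median of the list, highest for ribosome biogenesis (0.68) and lowest for the cell cycle (0.15).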

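Of 198 measured genes of chemokines, cytokines and their receptors, selected by name pattern, 3 were lower in RUNX2/MYC thymus (Ccl19, Il2ra and Tnfrsf8) and 4 higher at an adjusted p under 0.05 from limma. The higher ones were the erythropoietin receptor gene Epor (log2 fold change 1.39, standard error 0.094, adjusted p = 0.00971), the interleukin-2 receptor gene Il2rb (1.18, standard error 0.12, adjusted p = 0.0141), Il27ra (0.89) and Ccl3 (0.64). Adjusted over the list alone 5 were lower and 9 higher, and the median log2 fold change was -0.14 (adjusted p = 0.326 by camera with an estimated correlation). Of 35 measured genes of thymic epithelial cells, which form part of the stroma of the thymus, all but 1 had a negative log2 fold change, with a median of -0.28. Ccl19 and the desmosome gene Dsc3 (-0.56) were lower, Grhl3 (0.67) was higher, and 19 were lower and 1 higher over the list alone (adjusted p = 0.0556 with an estimated correlation). The keratin gene Krt8 had a log2 fold change of -0.53 (adjusted p = 0.0544) and the claudin gene Cldn4 of -0.41 (adjusted p = 0.0586). Lists of other non-thymocyte cells had negative medians too, except adipocytes (0.23), with -0.20 for dendritic cells and macrophages and -0.18 for fibroblasts. The calls of Ccl19, Il2ra and Tnfrsf8 ended without RUNX2/MYC replicate 2, RUNX2/MYC replicate 3, WT replicate 1 or WT replicate 2, and that of Tnfrsf8 without WT replicate 3 as well.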

The downregulated set revealed much less potent enrichment and favored gene ontology terms indicative of cell surface and secreted components. Intriguingly, this enrichment of surface and signaling molecules resembles the pattern we previously observed in fibroblasts over‐expressing *Runx* genes, albeit with little overlap between the target gene lists.^28^ These observations mirror the binding site enrichment data and suggest that MYC drives a major component of the upregulated gene expression, whereas a subset of activated and repressed genes may be subject to dual control.

### 3.2 Perturbation of T‐cell signaling in premalignant MYC/RUNX2 thymus

We next analyzed the altered gene set and their associated fold‐changes in expression using Ingenuity Pathway Analysis. 

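The copy of Table S3 used here holds the sheets of 9 regulators and lacks 1 sheet. Of the 144 genes listed under MYC in it, 136 were measured under their symbol, and 69 of these were higher and 3 lower in RUNX2/MYC thymus at an adjusted p under 0.05 from limma (median log2 fold change 0.52; 120 higher and 6 lower when adjusted over the list alone). Of the 99 measured genes whose change the table scores as MYC activation 50 were higher and 1 lower, and of the 11 scored as MYC inhibition 5 were higher and 2 lower. The study loaded genes changed on these arrays into the pathway tool, so these counts are not independent evidence of a direction. In a list of 11 genes of the MYC network itself (MYC partners and antagonists), fixed before the data were examined, none passed in either direction over all probe sets, and 2 were lower over the list alone (median -0.089; adjusted p = 0.875 by camera with an estimated correlation).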

Predicted upstream regulators of the altered gene sets provide the strongest scores for MYC and the related MYCN, both by *P* value of overlap and the activation z‐score. Figure 2C lists the top ten upstream regulators, ranked by activation score, as well as TP53 for comparison. 

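In the copy of Table S3, which lacks 1 sheet, 55 of 61 genes listed under CD3 were measured, with 22 higher and 2 lower in RUNX2/MYC thymus at an adjusted p under 0.05 from limma, 32 of 34 under CD28 with 13 higher, 52 of 60 under TCR with 24 higher, and 29 of 34 under RICTOR with 6 higher. None was lower under the last 3 regulators. Adjusted over each list alone, 45 and 8, 29 and 1, 43 and 4, and 25 and 0 were higher and lower. All of these genes were chosen by the study from changes on these arrays, so the counts are not independent evidence. All 29 measured RICTOR genes had a positive log2 fold change (median 0.33). The gene Rictor itself had a log2 fold change of 0.16 (standard error 0.18, adjusted p = 0.576), Mtor of 0.18 (adjusted p = 0.487) and Rptor of 0.092 (adjusted p = 0.673). In a list of 11 genes of the mTOR complexes fixed before the data were examined, Prr5, a partner of RICTOR, rose by 1.15 and the kinase gene Sgk1 by 0.57 (2 higher over the list alone as well; median 0.16, adjusted p = 0.326 by camera with an estimated correlation).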

A strong bias towards T‐cell signaling pathways was evident from the positive activation state of TCR, CD3, and CD28 coreceptor pathways, whereas the most potently inhibited regulator was RICTOR (a component of mTORC2). Although there was strong overlap between the gene sets denoting CD3 and CD28 activation, these appeared largely distinct from MYC activation and RICTOR inhibition, suggesting that these are functionally distinct aspects of the MYC/RUNX2 oncogenic program (Figure 2D). Downregulation of RICTOR‐dependent processes appears somewhat counter‐intuitive in light of the association of RICTOR with growth signaling. However, loss of RICTOR has been reported to remove a block to T‐cell proliferation because of limiting arginine and leucine levels,^29^ suggesting that MYC/RUNX2 collaboration may also entail loss of this critical metabolic checkpoint. Strongly inhibitory states were also inferred for CST5 (cystatin D) and the growth inhibitory microRNAs let‐7 and miR‐16‐5p. These upstream regulators each have functional links to p53.^30^, ^31^, ^32^ However, despite a strong *P* value overlap indicating p53 as an upstream regulator of the altered gene set, the activation state of p53 itself was ambiguous with a majority of targets indicating inhibition but a substantial minority denoting activation (Figure 2C).

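Of the 38 genes listed under CST5 in the incomplete copy of Table S3, 37 were measured, and 24 of them were higher and none lower in RUNX2/MYC thymus at an adjusted p under 0.05 from limma, with a median log2 fold change of 0.57. For the 17 measured of 18 genes under let-7, 11 were higher, and for the 17 genes under miR-16-5p 10 were higher, with no gene lower under either. Over the lists alone 36, 17 and 15 were higher and none lower. The lists were chosen by the study from genes changed on these arrays, so the counts are not independent evidence of direction. Under NFE2L2, 14 of 41 measured genes were higher and none lower (30 higher and 4 lower over the list alone).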

The evidence for activation of pathways downstream of TCR/CD3 is interesting as although RUNX2/MYC 10‐day thymus shows marked upregulation of surface TCRαβ and CD3, the aberrant population of CD8+ blast cells also occurs in TCRα deficient mice, arguing that this expansion is independent of TCR ligation.^18^ Moreover, stimulation of immature thymocytes through CD3 or activation of MYC normally leads to death by apoptosis as a sequel to activation and proliferation,^33^, ^34^ whereas RUNX2/MYC thymocytes proliferate with a remarkably low apoptotic index.^18^ These observations imply that the normal self‐limiting processes that follow CD3 stimulation or MYC activation are not functional in these cells. 

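Of 27 measured genes of the T-cell receptor complex and its proximal kinases, a list fixed before the data were examined, none was higher or lower in RUNX2/MYC thymus at an adjusted p under 0.05 from limma, over all probe sets or over the list alone, and the median log2 fold change was -0.021 (adjusted p = 0.937 by camera with an estimated correlation). The median lay below the central 95% of random lists matched on mean signal (0.0038 to 0.19), and its sign depended on the setting. It was positive under median centring (0.064), under array weights (0.081) and without RUNX2/MYC replicate 1 (0.045) or WT replicate 3 (0.0445), and -0.14 under cyclic loess, chosen after seeing the data. By camera with the preset correlation the list passed as higher under array weights (adjusted p = 0.0409) and as lower under cyclic loess (adjusted p = 0.0117), with 0.0117 to 0.974 over 17 settings. The CD3 chain genes Cd3e and Cd3g had log2 fold changes of -0.021 and -0.025, Cd3d of 0.32 (adjusted p = 0.18), and the kinase gene Zap70 of 0.31 (adjusted p = 0.178). Of 37 genes induced early by receptor signaling, 4 were higher, namely the inhibitor of E proteins Id3 (0.97, standard error 0.11, adjusted p = 0.0168), Ikzf2 (0.76), the transferrin receptor gene Tfrc (0.73, standard error 0.11, adjusted p = 0.0317) and Ccl3, and Il2ra was lower (7 and 2 over the list alone; adjusted p = 0.668 for the list with an estimated correlation). Among markers of single-positive thymocytes 3 of 27 were higher, Itgb7 at 1.09, Ms4a6b at 1.20 and Nkg7 at 0.89 (8 higher and 1 lower over the list alone; median 0.11, adjusted p = 0.457 with an estimated correlation). Of 25 genes of double-positive thymocytes none passed over all probe sets, and 1 was higher and 6 lower over the list alone (median -0.20, -0.054 without RUNX2/MYC replicate 1, adjusted p = 0.646 with an estimated correlation). Rag1 had a log2 fold change of -0.62 (adjusted p = 0.0963), Cd4 of -0.74 (adjusted p = 0.091) and Cd8a of 0.10 (adjusted p = 0.735). Of 21 genes of double-negative and immature single-positive thymocytes Runx1 and Il2ra were lower and none was higher (5 lower over the list alone; median -0.23, -0.15 without RUNX2/MYC replicate 1, adjusted p = 0.232 with an estimated correlation).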

For clues to the basis of this phenomenon, we focused on the small set of target genes that were regulated in the opposite manner from expected in response to TCR/CD3 and MYC by pathway analysis (highlighted in yellow in Table S3).

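Of the 24 genes that Table S3 scores against the predicted state of MYC, CD3, CD28 or TCR, 22 were measured, Ly6a and Prdx6 among them on probe sets that only Table S1 names. At an adjusted p under 0.05 from limma 6 were higher in RUNX2/MYC thymus: Ccnd1, Scpep1 (log2 fold change 0.99), the urokinase receptor gene Plaur (0.92), the mitochondrial superoxide dismutase gene Sod2 (0.66), the peroxiredoxin gene Prdx6 (0.56) and Tagln2 (0.50). Ly6a, a surface marker also called Sca1, and Tnfrsf8 were lower. Snrpn and Phb, on probe sets that the annotation shares with another gene, are not counted: on those that Table S1 lists Snrpn had a log2 fold change of 1.13 (adjusted p = 0.0141), past the threshold, and Phb of 0.55 and 0.57 (0.0597 and 0.0519). All 8 had the direction of Table S3, and at an unadjusted p under 0.05 the number was 19 of 22. Over the list alone 9 were higher and 10 lower, which is not independent evidence, since the study chose the genes by their change on these arrays. The ribosomal protein gene Rplp0 had a log2 fold change close to 0 on its brightest probe set, of either sign depending on the setting (-0.024 to 0.16 over 19 settings). On the probe set that Table S1 lists for Rplp0 it was 0.19 (adjusted p = 0.25 from limma), against a lower value in Table S3. Without RUNX2/MYC replicate 2 or 3 or WT replicate 1 or 2 none of the genes passed, against 10 without RUNX2/MYC replicate 1 and 5 without WT replicate 3.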

As shown in Table 1, a total of 24 unique genes were regulated in a manner discordant with the overall prediction of pathway activation for the top upstream regulators MYC, TCR, CD3, and CD28. These genes were also significantly enriched for MYC and RUNX binding motifs and for closely linked sites both proximal and distal to the promoter regions. Several genes were discordant for multiple regulators, including *Tnfrsf8/CD30*, *Ly6a/Sca1*, *Il13*, and *Cish*. These are strong candidates for dual regulation by MYC and RUNX2 to abolish normal regulatory constraints on activation and proliferation.

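Tnfrsf8, which encodes CD30, had a log2 signal of 7.61 ± 0.13 (SD, n = 3) in RUNX2/MYC and 8.32 ± 0.11 (SD, n = 3) in WT thymus, a log2 fold change with a standard error of 0.11 and an adjusted p of 0.0304 from limma. Ly6a was lower by more, with a log2 fold change of -0.86 (standard error 0.14, adjusted p = 0.0344). The interleukin gene Il13 had a log2 fold change of -0.45 (standard error 0.11, adjusted p = 0.0907; 0.00187 to 0.315 over 19 settings) and Cish, of the SOCS family, of -0.15 (standard error 0.093, adjusted p = 0.352). The lowest adjusted p of Il13 came with array weights, whose iteration did not converge. The calls of Tnfrsf8 and Ly6a ended without any 1 array except RUNX2/MYC replicate 1, at adjusted p values of up to 0.174 and 0.148. Both also ended with the unmoderated test of the methods and Benjamini-Hochberg adjustment (0.0894 and 0.116), and that of Tnfrsf8 under median centring (0.0505). Over all settings the adjusted p ran from 7.9e-04 to 0.174 for Tnfrsf8 and from 0.00225 to 0.148 for Ly6a.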

**Table 1:** Discordantly regulated gene targets of top upstream regulators

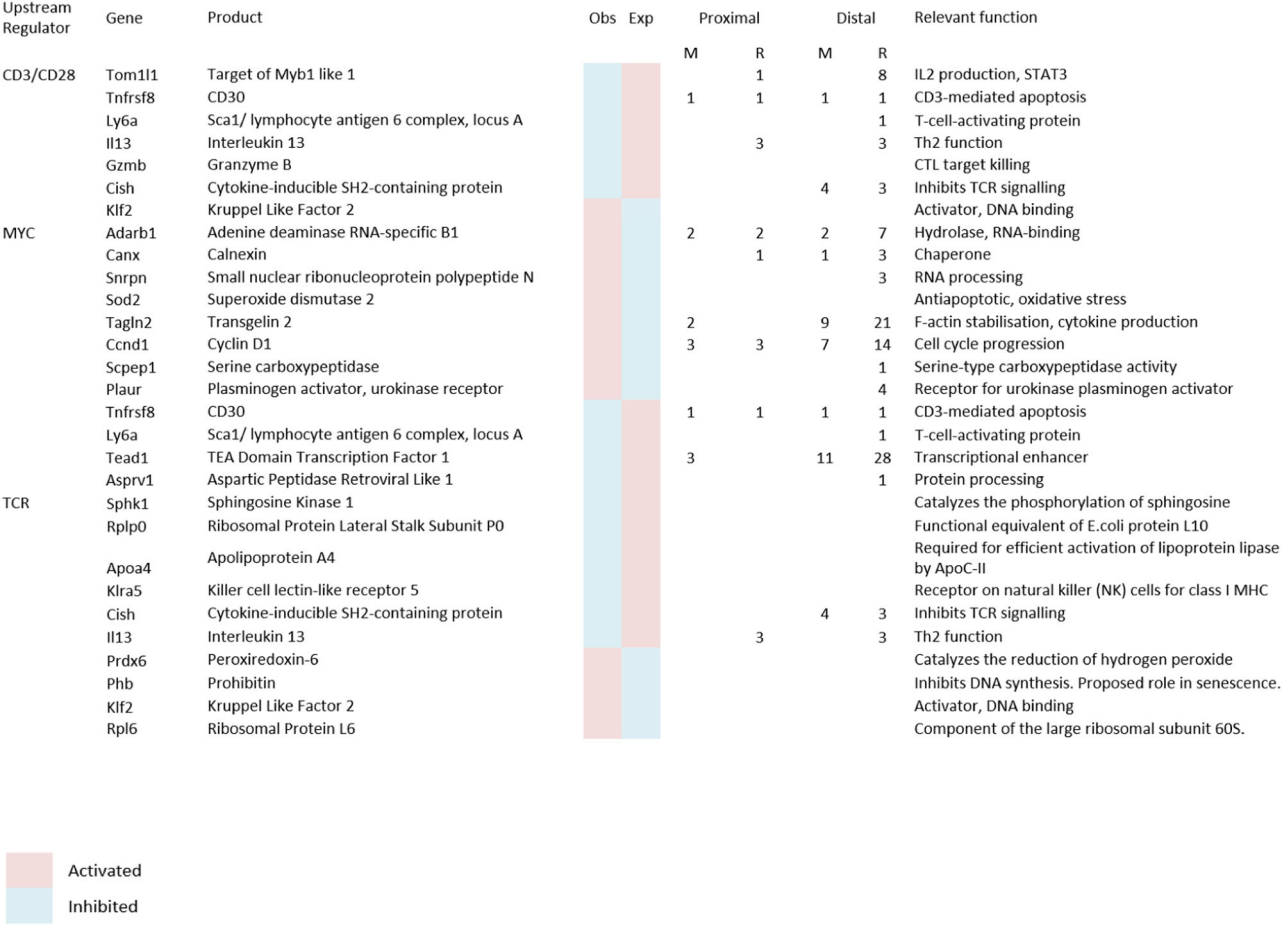

Details of the genes discordantly regulated by the stated upstream regulators, as determined by the Ingenuity IPA analysis and noted in Table S3. For each gene, the observed and expected state is shown to be either activated (red) or inhibited (blue). The number of Runx (R) or Myc (M) binding sites located proximal or distal to the promoter region, as stated, determined by oPOSSUM‐3 analysis, are shown for each gene. The absence of a numeral indicates no sites were found. The full names and relevant functions of the genes are shown.

### 3.3 Analysis of p53 and target genes in RUNX2/MYC thymus provides evidence of functional attenuation

The ambiguous activation state of p53 in RUNX2/MYC thymus is graphically illustrated by the IPA mechanistic network function (Figure 3A), which showed discrepancies with regard to the expected response of TP53 to MYC activation and expression of the p53 downstream target CDKN2A (yellow lines). 

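The probe set of Cdkn2a, the locus of p16 and p19Arf, had a log2 fold change of -0.12 in RUNX2/MYC thymus (adjusted p = 0.479 from limma), which turned to 0.020 under cyclic loess. Of 16 measured genes of senescence and tumour suppression, listed before the data were examined, none was higher or lower, over all probe sets or over the list alone (median -0.11, adjusted p = 0.457 by camera with an estimated correlation).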

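Stat5a had a log2 fold change of -0.20 in RUNX2/MYC thymus (standard error 0.090, adjusted p = 0.259 from limma) and Stat5b of -0.092 (adjusted p = 0.567). Of 8 genes of the SOCS family, which dampen cytokine signaling through STAT proteins, none passed the test, with Socs1 at -0.30 (adjusted p = 0.201) and Socs3 at -0.22 (adjusted p = 0.235). The family had a median of -0.18 (adjusted p = 0.585 by camera with an estimated correlation).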

Discordant observations were also evident for cytokine signaling through STAT5A. 

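Trp53, the gene of p53, had a log2 signal of 11.74 ± 0.0028 (SD, n = 3) in RUNX2/MYC and 11.34 ± 0.091 (SD, n = 3) in WT thymus. Every RUNX2/MYC array lay above every WT array (exact permutation test, p = 0.1, the smallest that the design allows). The log2 fold change was 0.40 (standard error 0.086, adjusted p = 0.0741 from limma), which does not pass over all probe sets. It was positive in all 17 alternative settings (0.27 to 0.48), and its adjusted p, between 0.00191 and 0.293, was under 0.05 in 6 of them. The lowest of these p values came with array weights, whose iteration did not converge, and 1 of the 6 settings was chosen after seeing the data. Of 49 measured targets that p53 activates, listed before the data were examined, none was higher or lower at an adjusted p under 0.05, over all probe sets or over the list alone, and at an unadjusted p under 0.05 there were 7 higher and 5 lower (2 were higher with the q values of the study's methods). Between the groups 47 of the 49 differed by less than 1.4-fold, Pvt1 lay above at a log2 fold change of 0.68 (adjusted p = 0.0691, against -0.13 and 0.395 on its other probe set) and Bcl2l1, which encodes the survival protein BCL-XL, below at -0.52 (adjusted p = 0.108). The cyclin gene Ccng1 had a log2 fold change of 0.13, the apoptosis genes Bbc3 (PUMA) of 0.042 and Pmaip1 (NOXA) of -0.081, Aen of 0.33, Perp of -0.39, Btg2 of -0.22, Fas of -0.21 and Sesn1 of 0.15. Mdm2, the ubiquitin ligase of p53 and one of its targets, was at 0.034 (adjusted p = 0.917), a value that turned negative under quantile normalization, cyclic loess and 75th percentile centring. The median of the list was 0.011 (adjusted p = 0.875 by camera with an estimated correlation) and turned negative under 75th percentile centring (-0.086), cyclic loess (-0.0022) and array weights (-0.0030). Of 11 targets of growth arrest none passed over all probe sets or over the list alone (median 0.13, adjusted p = 0.724), and of 14 targets of apoptosis none passed over all probe sets and 2 were higher and 1 lower over the list alone (median -0.035, adjusted p = 0.995). Bax, a target of apoptosis on both lists, is left out of these counts because only Table S1, whose genes were chosen by their change, names its probe set. It had a log2 fold change of 0.47 (standard error 0.090, adjusted p = 0.0555). Cdkn1a, the gene of p21, whose protein the paper assays by Western blot, is not among the 49 measured targets. The lack of change in these targets therefore does not cover p21.

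**Figure D3:**
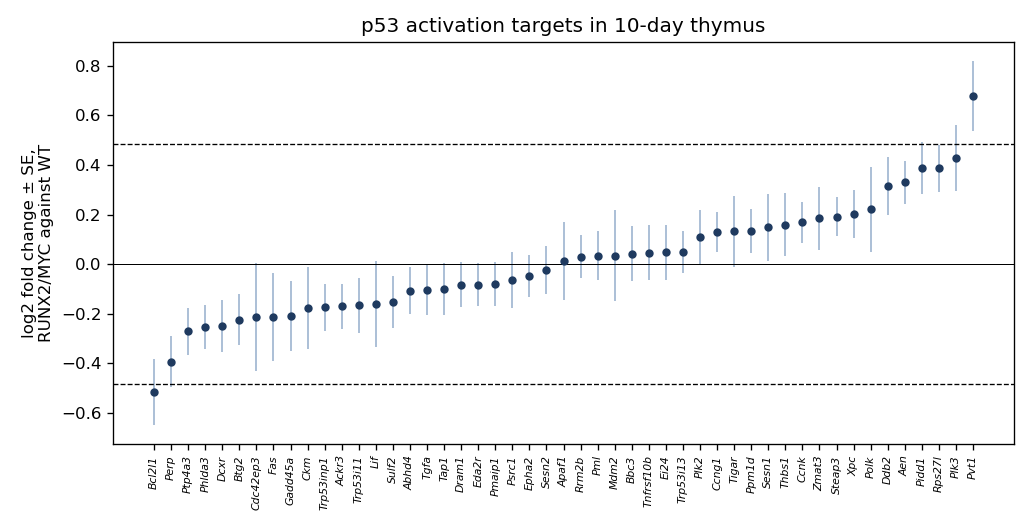
Log2 fold change, RUNX2/MYC against WT, of 49 p53 target genes, sorted by value. Points are genes, bars are standard errors from limma, and dashed lines mark a 1.4-fold change in either direction, which Pvt1 and Bcl2l1 exceed.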

Notably, p53 itself was observed to be overexpressed at the transcriptional level whereas most of its activation targets were expressed at similar levels to control, as shown in the scatterplot in Figure 3B. These observations rule out simple transcriptional repression of p53 as the basis for its aberrant functional readouts.

**Figure 3:**
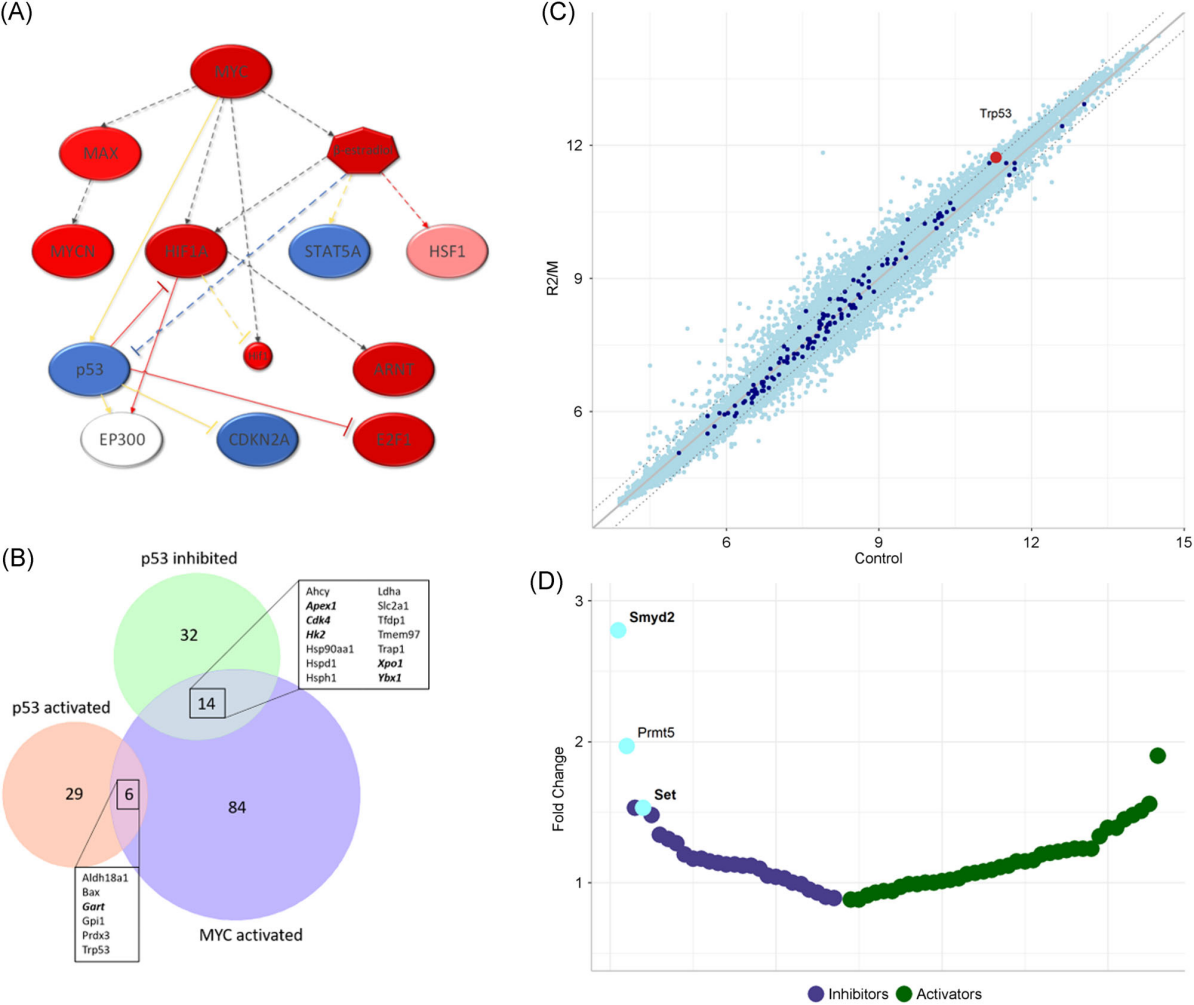
Pathways altered in RUNX2/MYC transgenic thymus. A, Network diagram showing MYC‐regulated pathways altered in RUNX2/MYC thymus, adapted from Ingenuity IPA. Shown are genes with predicted activation (red) or inhibition (blue), with darker colors indicating higher confidence. Red arrow: predicted to lead to activation; blue arrow: predicted to lead to inhibition; gray arrows: no prediction; yellow arrow: the measured findings are inconsistent with the activation state of the downstream molecule. B, Venn diagram showing the interaction between gene sets with either MYC as an upstream regulator (activating) or p53 as an upstream regulator (activating or inhibiting). Bold italics denotes genes with anchored RUNX/MYC binding sites. C, Scatterplot showing the expression of all genes (light blue) and known p53 targets (dark blue)^35^ in WT and RUNX2/MYC thymus (Control and R2/M, respectively). p53 is highlighted in red. A fold‐change of 1 (no change) is depicted by a solid gray line, whereas fold‐changes of +/− 1.4 are shown as dashed lines. D, Plot showing the fold‐change in expression of p53 modifying enzymes in RUNX2/MYC thymus. Enzymes conferring inhibiting modifications (blue) and activating modifications (green) are shown. The light blue modifiers are those that are significantly altered. Bold indicates the presence of anchored RUNX/MYC binding sites

Inspection of the genes denoting p53 inhibition by IPA showed a total of 46 genes, 41 of which were upregulated in contrast to pathway prediction, whereas five were downregulated (Figure 3C and Table S3). 

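Of the 46 genes of Table S4, 45 were measured, Ly6a on a probe set that only Table S1 names. In RUNX2/MYC thymus 40 had a positive and 5 a negative log2 fold change, and 19 were higher and 3 lower at an adjusted p under 0.05 from limma (36 and 5 when adjusted over the list alone). The folate carrier gene Slc19a1 rose by 1.16 on its brightest probe set (0.17 on the other, adjusted p = 0.573), the drug transporter gene Abcb1b by 1.11, the DNA repair gene Apex1 by 0.66, the lactate dehydrogenase gene Ldha by 0.55 and the HSP90 cochaperone gene Ahsa1 by 0.46. The study drew the list from genes changed on these arrays, so the directions are not independent evidence. Without RUNX2/MYC replicate 2 or 3 or WT replicate 1 or 2 none passed.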

Fourteen of the upregulated genes were also annotated MYC activation targets, in contrast to none of the downregulated genes, suggesting that their overexpression in this context is the result of a dominant MYC effect on transcriptional upregulation (Table S3). 

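Of the 14 genes of Table S4 that Table S3 also scores as MYC activation, 13 were measured, all with a positive log2 fold change in RUNX2/MYC thymus (median 0.55), and 6 were higher at an adjusted p under 0.05 from limma (11 over the list alone). Of the other 32 genes 13 were higher and 3 lower (25 and 5 over the list alone; median 0.43). Both groups were chosen by the study on these arrays, so neither count is independent evidence, and the difference between them was not tested.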

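The 3 genes of Table S4 that were lower past the threshold were Ly6a, the calponin gene Cnn3 (log2 fold change with a standard error of 0.097 and an adjusted p of 0.0145 from limma) and Dsc3. Gzmb, which encodes the cytotoxic protease granzyme B, had a log2 fold change of -0.46 (standard error 0.11, adjusted p = 0.0997; 0.00132 to 0.362 over 18 settings) and the histone deacetylase gene Hdac9 of -0.30 (standard error 0.088, adjusted p = 0.144). For Gzmb the lowest adjusted p came with array weights, whose iteration did not converge. The call of Cnn3 ended without RUNX2/MYC replicate 2 or 3 or WT replicate 1 or 2.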

The downregulated genes included Ly6a/Sca‐1 and Gzmb, which overlap with the discordant sets for MYC and CD3/TCR. Over‐representation of MYC and RUNX motifs was again evident in the p53 inhibited set, and functionally relevant targets with closely linked sites for MYC and RUNX included Cdk4, Xpo1, and Ybx1 (bold italics in Figure 3C). 

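Xpo1, which encodes the nuclear export receptor exportin 1, had a log2 fold change of 0.34 in RUNX2/MYC thymus (standard error 0.081, adjusted p = 0.091 from limma; 0.00167 to 0.362 over 19 settings), the cyclin-dependent kinase gene Cdk4 of 0.24 (standard error 0.085, adjusted p = 0.188) and Ybx1, the gene of a Y-box binding protein, of 0.19 (adjusted p = 0.271). On the probe set that Table S1 lists for Ybx1 the log2 fold change was 0.29 (adjusted p = 0.172). For Xpo1 the lowest adjusted p came with array weights, whose iteration did not converge. The sites that Table S2 gives near these 3 genes lie, in positions relative to the transcription start, as follows. Near Cdk4 the RUNX site TAACCACACCT, from -155 to -145, has 3 MYC-type sites around it, AGTCACGTGCC from -174 to -164 at 8 bp, GGTCACGTGGG from -120 to -110 at 24 bp and GGTCACGTGGCC from -100 to -89 at 44 bp. Near Xpo1 the MYC-type site CGCGCGCGGC, from -579 to -570, lies 64 bp from the RUNX site CCCTGAGGTTG, from -654 to -644. Near Ybx1 the sites lie downstream of the start, TCCACATGGTT from 53 to 63 and TCATGTGGTCA from 115 to 125, 51 bp apart.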

The full gene set and their relevant functions are detailed in Table S4. The possibility that the overexpressed p53 is controlled at the posttranslational level was also investigated, and all annotated modifiers of p53 were analyzed for transcriptional status in RUNX2/MYC thymus. 

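Of the 65 p53 modifiers of Table S5, 63 were measured, most with a positive log2 fold change in RUNX2/MYC thymus. Of 27 genes that Table S5 lists as inhibiting p53, 22 were positive (median 0.15), 2 were higher at an adjusted p under 0.05 from limma (6 over the list alone) and 6 at an unadjusted p under 0.05. Of 36 that it lists as activating p53, 25 were positive (median 0.13), none passed over all probe sets or over the list alone, and 6 were higher and none lower at an unadjusted p under 0.05. By camera the inhibiting genes had p = 6.5e-05 with the preset correlation and p = 0.285 with an estimated correlation, and the activating genes p = 0.00355 and p = 0.509. The largest values of the activating group, none past the threshold, were those of 3 kinase genes: Atm had a log2 fold change of 0.78 (standard error 0.24, adjusted p = 0.153), Atr of 0.55 (standard error 0.19, adjusted p = 0.182), and Chek2 of 0.48 (standard error 0.14, adjusted p = 0.139). Among the genes that Table S5 places in the inhibiting group, the deubiquitinase gene Usp10 was at 0.51 (standard error 0.097, adjusted p = 0.0537) and the kinase gene Chek1 at 0.40 (standard error 0.090, adjusted p = 0.0827). Whether each gene belongs in its group was not tested here. The deacetylase gene Sirt1 was at -0.017, the ubiquitin ligase gene Trim24 at -0.21 and the kinase gene Mapkapk2 at -0.24. Under cyclic loess, chosen after seeing the data, 17 of the 27 and 19 of the 36 were positive, and without RUNX2/MYC replicate 2 or 3 or WT replicate 1 or 2 none of the 63 passed.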

As shown in outline in Figure 3D and in detail in Table S5, there was a preponderance of upregulation of p53‐modifying enzymes over downregulation, and altered genes included both activators and repressors of p53, showing that competing influences impinge on p53 in the milieu of nascent thymic lymphoma. However, only three genes passed the q = < 0.05 significance bar and all are posttranslational inhibitors of p53. 

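Smyd2 and Prmt5, which encode a lysine and an arginine methyltransferase, were the 2 modifiers past the threshold on the brightest probe set of each gene. Prmt5 had a log2 signal of 11.44 ± 0.014 (SD, n = 3) in RUNX2/MYC and 10.72 ± 0.064 (SD, n = 3) in WT thymus, a log2 fold change of 0.72 (standard error 0.081, adjusted p = 0.0159 from limma). Set, which encodes an inhibitor of histone and p53 acetylation, had a log2 fold change of 0.65 on its brightest probe set (standard error 0.13, adjusted p = 0.0666; 0.00176 to 0.259 over 19 settings) and of -0.072 on the other probe set that pairs with Set alone (adjusted p = 0.662). On the pair of probe sets that Table S1 lists for Set, which the annotation pairs with both Set and BC085271, it was 0.54 (standard error 0.086, adjusted p = 0.0353) and 0.59 (standard error 0.085, adjusted p = 0.028). For the brightest Set probe set the lowest adjusted p over the settings came with array weights, whose iteration did not converge. The call of Prmt5 ended without RUNX2/MYC replicate 2 or 3 or WT replicate 1 or 2 (adjusted p 0.094, 0.0956, 0.0773 and 0.119). From p53 mRNA being overexpressed while most of its activation targets stay near control levels, the paper rules out simple transcriptional repression of p53, and it turns to posttranslational modifiers, of which it states that those significantly altered are inhibitors of p53 (Fig. 3D).

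**Figure D4:**
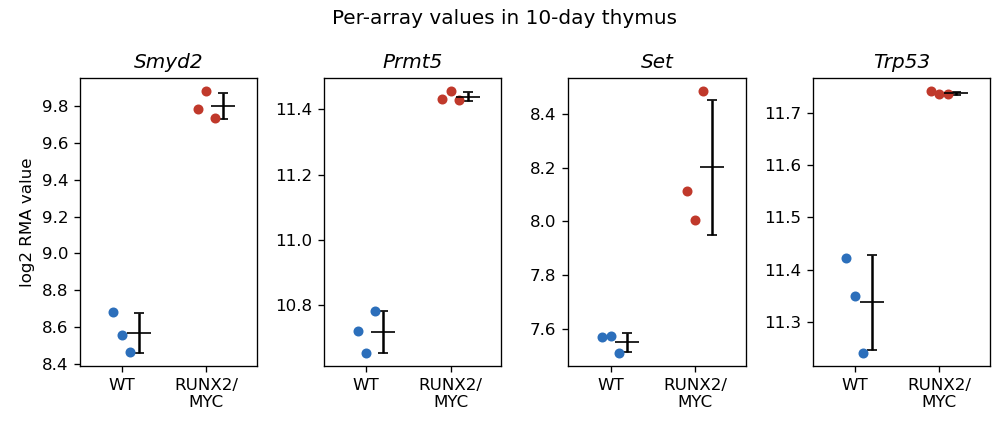
Log2 signal of Smyd2, Prmt5, Set (brightest probe set) and Trp53 on each RUNX2/MYC and WT array. Points are arrays, lines are means with their SD over 3 arrays, and the vertical axes do not start at 0. All RUNX2/MYC arrays lie above all WT arrays for each of the genes.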

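Smyd2 had a log2 signal of 9.80 ± 0.072 (SD, n = 3) in RUNX2/MYC and 8.57 ± 0.11 (SD, n = 3) in WT thymus, a 2.34-fold difference (log2 fold change 1.23, standard error 0.095, adjusted p = 0.0137 from limma), the largest of the modifiers measured. Of the 5 genes of the SMYD family, a list fixed before the data were examined, 3 were higher, over all probe sets as over the list alone (median 0.89, adjusted p = 0.109 by camera with an estimated correlation). Besides Smyd2 these were Smyd5 (1.01, standard error 0.080, adjusted p = 0.0137) and Smyd1 (0.89, standard error 0.078, adjusted p = 0.0141). Table S2 gives Smyd2 a pair of closely linked sites at each of 2 places upstream of its transcription start: a MYC-type site TCACGCAT from -773 to -766 directly beside the RUNX site TGATGTGGTTC from -784 to -774, and GTGCGTGC from -264 to -257 at 11 bp from GAGTGTGGTTT, from -245 to -235. The calls of Smyd2, Smyd1 and Smyd5 ended without RUNX2/MYC replicate 2 or 3 or WT replicate 1 or 2, where the adjusted p of Smyd2 was 0.087, 0.0865, 0.0696 and 0.11, and that of Smyd2 held without RUNX2/MYC replicate 1 (0.0354) and without WT replicate 3 (0.0248).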

The greatest fold‐change affected Smyd2, which encodes a lysine methyl transferase that suppresses p53 trans‐activation by monomethylation (at residue K370 in human p53).^36^ *SMYD2* has been implicated as a target for copy number gain and overexpression in numerous cancer types^37^ and has been shown to be required for MLL‐AF9 leukemia mouse models where RUNX functions have also been implicated.^38^, ^39^ Moreover, interest in SMYD2 as a potential oncogenic driver has led to the identification of several small molecule inhibitors,^40^, ^41^, ^42^ making this an attractive target for further investigation.

### 3.4 Protein expression analysis of RUNX2/MYC 10‐day thymus validates SMYD2 and p53 target gene expression status

Western blot analysis of cells extracted from 10‐day‐old RUNX2/MYC mouse thymus (n = 3) compared with controls confirmed that SMYD2 is overexpressed at the protein level (Figure 4A). This analysis also confirmed that p53 protein levels were at least as high as controls, although one sample displayed evidence of higher molecular weight forms suggestive of posttranslational modification. Significantly, expression of p21^Waf1^, a major downstream effector of p53 growth arrest, was not elevated, and was lower than two of three control samples. However, expression of p19^Arf^, a target of feedback repression by p53 43 was not observed in thymus. As reported previously^18^ and shown in Figure 4B, high expression of p19^Arf^ in RUNX2/MYC/p53^+/−^ lymphoma lines that rapidly lose the wild‐type allele and p53 protein expression on establishment in vitro argues strongly that aberrant in vivo activity is not because of direct mutation of either p19^Arf^ or p53.

**Figure 4:**
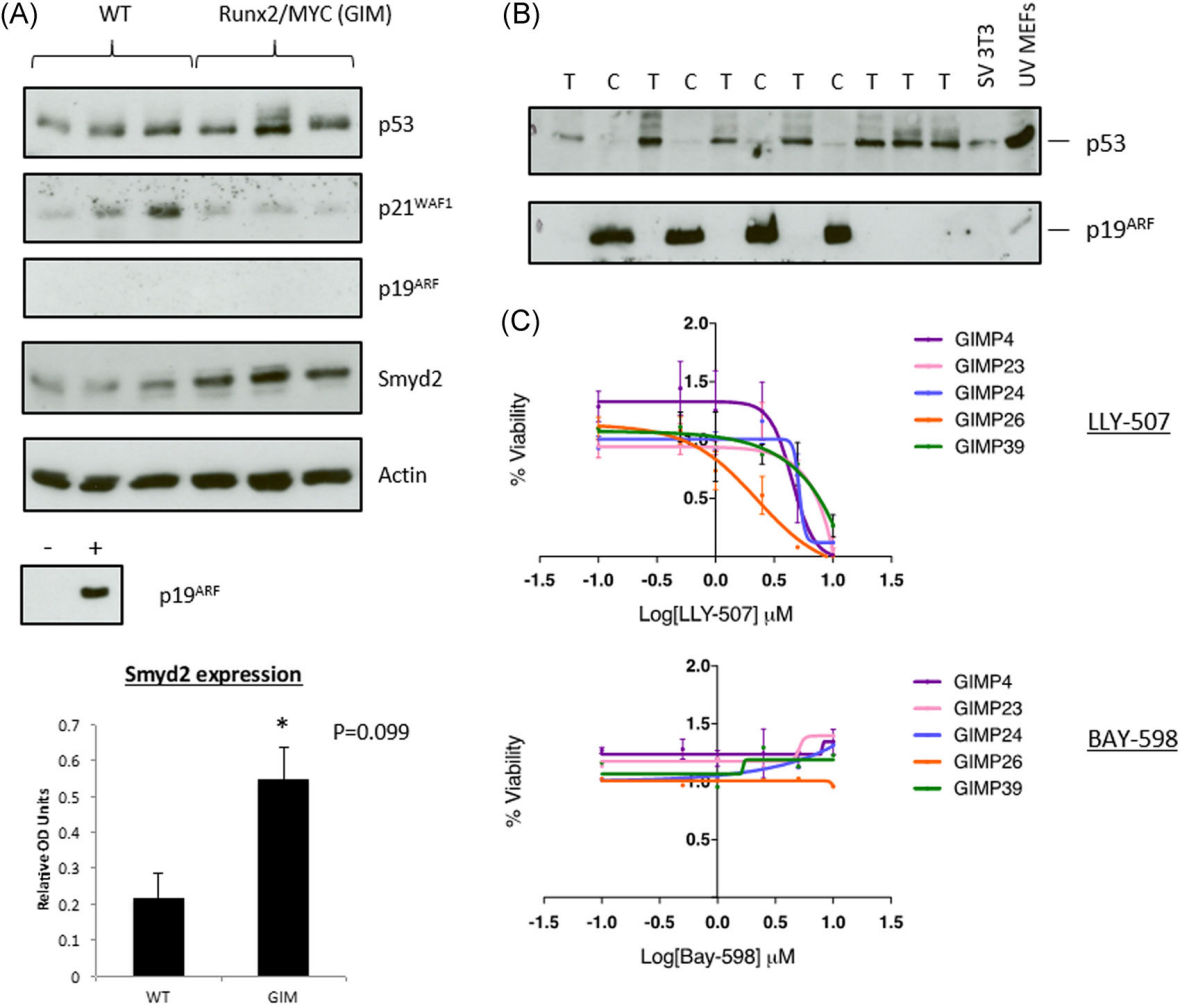
Smyd2 protein expression and inhibition. A, Total protein was extracted from day 10 thymus tissue derived from WT and CD2‐*Runx2*/CD2‐*Myc* (GIM) transgenic mice, as indicated, and equivalent concentrations probed against antibodies to p53, p21^WAF1^, p19^Arf^ and Smyd2 (upper panel). Actin was used as an internal loading control for quantification of Smyd2 (bar chart, lower panel). Positive and negative controls used for p19^Arf^ detection were SV3T3 and NIH3T3 cell extracts, respectively. B, Western Blot analysis as in A using protein extracts prepared from tumors (T) or tumor‐derived cell lines (C) from CD2‐*Runx2*/CD2‐*Myc* animals. Blots were probed against antibodies to p53 and p19^Arf^. C, Metabolic inhibition of cell lines derived from Runx2/Myc/p53^+/−^ mice (GIMP, as shown), as measured using the CellTiter‐Glo assay. Upper and lower panels depict changes in cell viability following treatment with LLY‐507 or BAY‐598, respectively, at the indicated concentrations

### 3.5 RUNX2/MYC/p53^−/−^ lymphoma cell lines are insensitive to small molecule SMYD2 inhibitor BAY‐598

Several specific inhibitors of SMYD2 have been identified by screening small molecule inhibitor libraries. These are chemically diverse but act as substrate competitive inhibitors, inhibiting p53 monomethylation in vitro.^44^ Our initial studies with the lead compound AZ505^45^ showed no discernible activity against RUNX2/MYC lymphoma lines but were not available to us for in vivo use. We therefore tested more potent compounds, LLY‐507^42^ and BAY‐586.^40^ As shown in Figure 4C, only LLY‐507 induced significant metabolic inhibition as measured by CellTiter‐Glo assay, and this was at a relatively high concentration (0.5‐1 μM) compared with the reported IC_50_ for p53 methylation. The other compound, BAY‐598, displayed no obvious toxicity. During our study, a report was published highlighting the off‐target effects of LLY‐507 and the dispensability of both SMYD2 and SMYD3 for the viability and proliferation of a large series of cancer cell lines.^44^ Our findings are in accord with this study but do not exclude a role for SMYD2 in vivo or under stress conditions.^46^

### 3.6 SMYD2 blocks RUNX‐induced SLGA in primary fibroblasts

The oncogenic potential of *Runx* gene overexpression is constrained in normal cells by SLGA, a process that entails upregulation of p19^Arf^/p53 and p16^Cdkn2a^, and requires genetic integrity of both the p53 and Rb pathways.^11^, ^12^, ^13^, ^14^ To explore the potential of SMYD2 to abrogate this response, a cDNA encompassing the complete coding sequence was cloned into the MIGR1 expression vector and transfected into primary MEFs. As all three Runx genes elicit an indistinguishable SLGA phenotype, we analyzed the effects of Smyd2 on Runx1, the most thoroughly analyzed family member.^14^ For comparison, the effects of the methyltransferase Smyd5 were also investigated. As expected, Runx1 induced SLGA in MEFs (Figure 5A). Notably, although Smyd5 had little effect on SLGA in MEFs, Smyd2 expression both rescued the growth arrest induced by Runx1 in MEFs (Figure 5B) and blocked SLGA as indicated by the expression of SA‐β‐gal (Figure 5C), suggesting a specific role for this enzyme.

**Figure 5:**
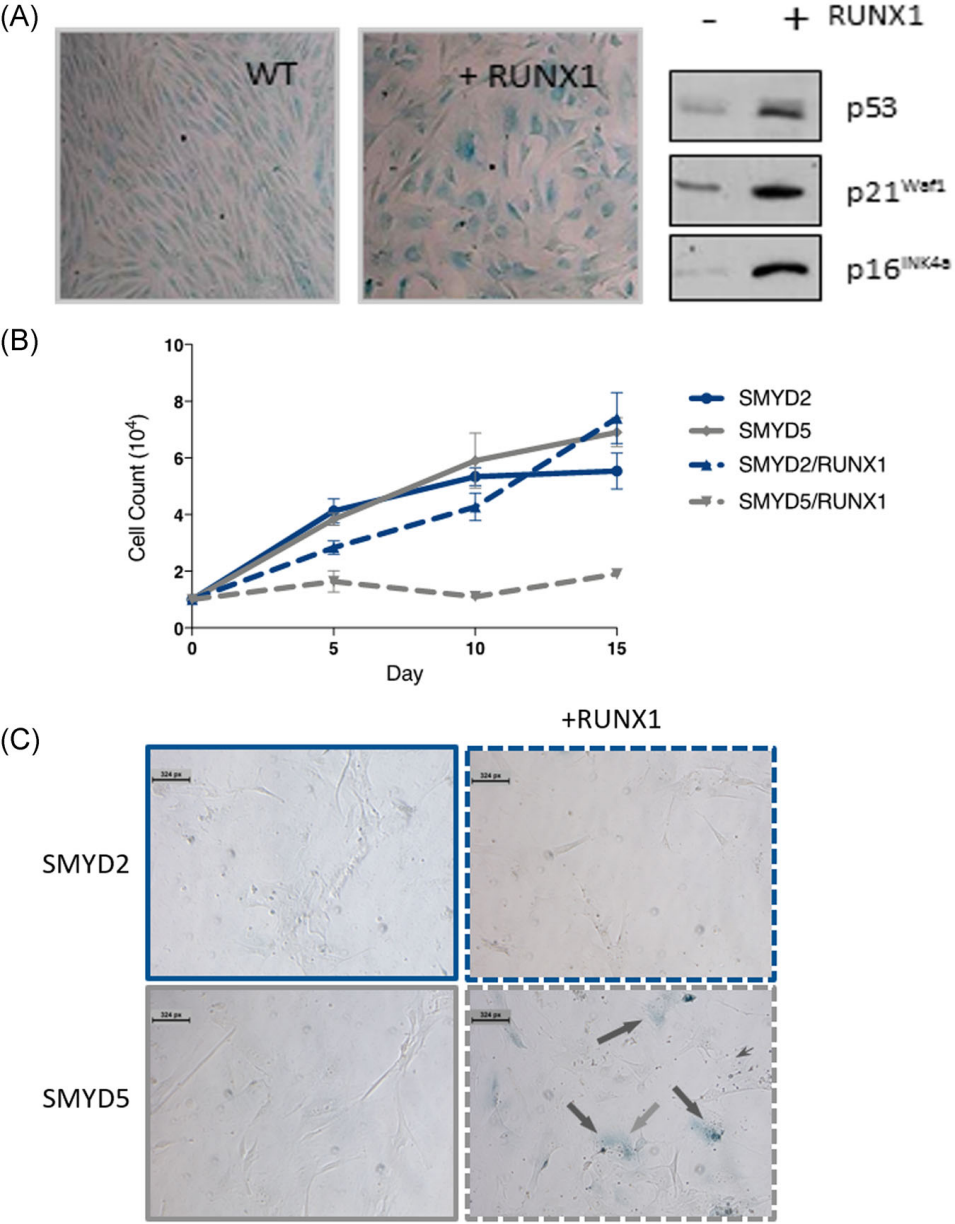
The effect of Smyd2 on Runx1‐induced SLGA. A, Primary MEFs were transduced with either a vector containing *Runx1* or the pBabe‐PURO control, then SA‐β‐gal staining was performed after 8 days in culture (left and center panels). Parallel plates were harvested at the same time and cell extracts analyzed for p53, p21^WAF1^, and p19^Arf^ protein expression (right panel). B, Growth curves for fibroblasts transduced with Smyd2 or Smyd5, with or without Runx1, as indicated. C, SA‐β‐Gal staining of fibroblasts transduced with Smyd2 or Smyd5, with or without Runx1, as indicated. MEFs, murine embryo fibroblasts; SLGA, senescence‐like growth arrest

## 4 DISCUSSION

This study sheds light on the extremely potent synergy of *Runx* and *Myc* family genes in lymphomagenesis and the ability of this oncogene combination to counteract tumor suppressor responses. In silico analysis reveals pathways underlying the aberrant proliferation and survival of nascent lymphoma cells, and identifies genes likely to be involved in the subversion of failsafe processes that precede rapid onset lymphomagenesis.^18^ As MYC and RUNX overexpression have been implicated in a wide range of malignancies, these observations may be of wide relevance to cancer.^9^

The analysis of significant gene expression changes in premalignant RUNX2/MYC thymus revealed a strong preponderance of gene upregulation over downregulation, recapitulating the observations that fueled controversy on the role of Myc as a “universal amplifier” 23 or an on/off switch of gene expression.^24^, ^25^ As the upregulated genes with Myc signatures displayed much greater fold‐changes, it is understandable that the role of Myc, as a negative regulator, is obscured by the application of standard significance thresholds. Although in silico analysis of canonical MYC and RUNX binding sites identifies only a subset of targets, potent enrichment of MYC motifs in the promoters of altered genes indicates that a substantial number are under direct control. As enrichment is also observed up to 10 kb away, it appears that *MYC* expression under CD2 LCR control leads to enhancer “invasion” as reported in other overexpression systems.^24^, ^25^ In contrast, previous transcriptomic analysis of target genes responding to ectopic RUNX1, 2, and 3 expression showed a common program with a balance between positive and negative regulation of target gene expression, reflecting the ability of these regulators to recruit activating or repressive complexes in different chromatin and cellular contexts.^28^, ^47^ Moreover, Runx factors operate on distal enhancer and silencer elements^48^, ^49^ and can regulate gene expression through effects on chromatin structure that do not require stable binding.^50^ In this study the downregulated gene set displayed enrichment of RUNX but not MYC motifs, suggesting that RUNX2 is the principal “off‐switch” for this gene set. Of particular interest was the enrichment of closely linked MYC and RUNX motifs in a subset of both positively and negatively regulated genes, identifying candidate genes for dual control.

This analysis also illuminates earlier observations on the interplay between ectopic MYC and RUNX expression in T‐cell development and the processes of positive and negative selection of T‐cells which are normally spatially and temporally separated in the thymus.^51^ We showed previously that CD2‐RUNX2 transgenic mice display aberrant survival of a small population of immature CD8 ISP cells undergoing β‐selection that would normally be destined for “death by neglect”.^10^ In contrast, MYC overexpression enhances thymic positive selection while also priming cells for apoptosis.^33^ A similar functional relationship has been observed in vitro in T‐cell hybridomas that undergo apoptosis after CD3/TCR activation, a process that requires endogenous MYC/MAX activity 52 but is blocked by ectopic RUNX expression.^53^ We suggest that the potency of MYC/RUNX collaboration in lymphomagenesis reflects the ability of this oncogene combination to simulate successful transit of cells through repertoire selection while blocking the processes that limit unscheduled proliferation. A “simulation” model appears most likely as the early expansion and blast cell phenotype observed in vivo occurs on a TCRα‐deficient background.^18^

In light of these prior observations, the strong IPA prediction of CD3/TCR and CD28 as upstream regulators of the aberrant gene expression program in premalignant RUNX2/MYC thymus in this study sheds light on the likely targets involved. Moreover, a search among discordantly regulated genes downstream of CD3/TCR and MYC for those potentially coregulated by MYC and RUNX revealed a number of targets with the potential to account for the failure of CD3/MYC‐mediated apoptosis, including Tnfrs8/CD30,^54^ Interleukin‐13^55^ and the SOCS family member Cish.^56^ Although the functional analysis is beyond the scope of this study, it would be of great interest to examine the roles of these targets in lymphoma development in vivo.

The expression of *Trp53* mRNA is significantly elevated in RUNX2/MYC thymus, and we noted modest overexpression of p53 protein compared with control thymus from age‐matched mice. The fact that p53 activation targets are largely unaffected despite the expression of two p53 agonists (RUNX2 and MYC) whereas the p53‐p19^Arf^ feedback loop^43^ remains intact argues that the p53 response is controlled at the posttranscriptional level in premalignant cells.

Transcriptome analysis of premalignant RUNX2/MYC thymus for genes encoding known posttranslational modifiers of p53 revealed three inhibitory factors that were significantly upregulated. The most highly upregulated was Smyd2, a gene encoding a lysine methyltransferase that has been associated with poor prognosis in a wide range of leukemias and solid tumors^37^, ^57^, ^58^, ^59^, ^60^ and has been targeted for drug development.^40^, ^41^, ^45^ Our results confirm recent findings that the reported SMYD2 inhibitors behave discordantly because of off‐target effects, and the resistance of RUNX2/MYC cell lines to specific inhibitors recapitulates a wider CRISPR‐Cas study of cancer cell lines.^44^ However, RUNX2/MYC lines show consistent deletion of p53, whereas primary tumors and transplanted lymphomas often retain the wild‐type allele,^18^ arguing that in vivo and in vitro growth selection are markedly different processes. Moreover, as SMYD2 inhibition is synergistic with genotoxic stress^40^, ^46^ it is possible that in tumor cell lines loss of tumor suppressor function and benign culture conditions allow survival without functional SMYD2. RUNX overexpression in primary fibroblasts induces senescence‐like growth arrest in a p53‐ and p16‐dependent manner,^12^, ^13^, ^14^ and our observation that ectopic SMYD2 can rescue cells from this process provides support for a role in cells with intact tumor suppressor pathways. Moreover, the observation that *Smyd2* knockout prevents development of MLL‐AF9 leukemia in a mouse model^38^ reveals an essential role in at least some cancer types, whereas the requirement of MLL leukemias for the RUNX gene activity suggests a functional link to the present findings.^61^, ^62^ Although beyond the scope of this study, in future it will be interesting to test the sensitivity of primary RUNX2/MYC lymphomas to the loss of SMYD2 function in vivo.

## CONFLICT OF INTEREST

The authors declare that there are no conflict of interest.

## AUTHOR CONTRIBUTIONS

JCN, JH, KG, CH, AK, and EC conceived and designed experiments. JH, KG, CH, AK, AMcD, and AMacC performed experiments and JH, KG, CH, and AK analyzed data. JCN wrote the manuscript, which was edited by JH, KG, and AK. AH helped with manuscript preparation.

## DATA AVAILABILITY

Microarray data is publically available and archived (GEO accession number GSE80254).

## Supporting information

Supporting information

Supporting information

Supporting information

Supporting information

Supporting information

How the deposited data were processed for this re-analysis (not part of the article)

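Thymus RNA of 10-day-old mice was measured on Affymetrix MoGene-1 arrays, 3 from CD2-Runx2/CD2-MYC mice (RUNX2/MYC) and 3 from wild-type mice (WT) of the same strain background. The group and replicate number of each array came from the sample labels, which call the samples biological replicates, and the methods state that arrays were run in triplicate. All 6 arrays were used and no column of values was left out. No parental single-transgenic thymus was analysed here.

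The authors deposited log2 expression values, 1 per probe set and array, and these were used as deposited. The submitters' processing notes name RMA and Affymetrix Expression Console 1.4. The methods of the paper name Partek Genomics Suite, RMA with a GC content adjustment before background correction, and ANOVA with q values. Whether the values analysed here carry that adjustment is not given in the sources used here. Scanner files were not used here, so background correction and probe summarisation could not be changed. RMA normally gives each array the same distribution of probe values, but after summarisation the medians of the arrays lay between 7.31 and 7.49, and 75th percentile, quantile, median and cyclic loess scalings were therefore compared. The value table held 35556 probe sets, with 477 that repeat the values of another one. The number of arrays limits the precision of every value, and single signals carry no counting error.

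The annotation used pairs 21789 probe sets with 1 gene symbol, 1621 with several and 12146 with none, and gives 19938 genes a probe set of their own, 999 of them more than 1. The brightest such probe set over the 6 arrays stands for a gene. Genes that the annotation does not pair with a probe set of their own but whose probe set number Table S1 names were taken from there (56 names). The lists written here count only genes that the annotation names, since those of Table S1 were chosen by their change, while counts over the paper's own tables include them. A gene whose only probe sets are shared with other genes in the annotation is in neither. Table S1 holds 1177 of the 1178 higher probe sets that the paper counts, in the copy used here. A planned comparison of all calls with that table was computed before this was noticed and is left out. The copy of Table S3 used here holds the sheets of 9 regulators and lacks 1 sheet, and its genes were only counted. Positions of binding sites are those of Table S2, whose genome build is not named in the sources used here, and the planned count of MYC and RUNX motifs in promoters was not run, since no genome was used here. The target list of the paper's reference 35 was not used here, so a list of p53 targets written before the data were examined stands in for it.

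RUNX2/MYC was compared with WT in R 4.3.3 with limma 3.58.1 (lmFit and eBayes on the log2 values, no covariate, Benjamini-Hochberg adjustment over all 35556 probe sets, threshold 0.05). Fold changes of 1.5 and 1.4 were applied only where the paper does. The variance prior had 2.97 degrees of freedom. Before the data were examined, 35 lists with 836 genes were written by hand and 8 more were defined by name pattern, for growth and metabolism, p53, T-cell development, the other cell types of the thymus, and signaling. The pattern for histone genes found no gene at first and was then matched through older symbols. Each list was tested with camera, with a preset inter-gene correlation of 0.01 and with an estimated one, and with fry, which tests whether a list moves one way without comparing it with other genes, with Benjamini-Hochberg adjustment over the 43 lists. With the preset correlation 25 lists passed an adjusted p under 0.05, with an estimated correlation 0, and by fry 19. Each list was also adjusted over the list alone. Random lists matched on mean signal were drawn 10000 times. Lists that the study made from these arrays (Tables S2, S3 and S4, and the discordant genes) were only counted.

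The genes named in the text were chosen by a rule set before the data were examined: genes that the paper names as measured or lists in Table S5, the 10 largest rises and falls past the threshold whose arrays did not overlap, and up to 4 members of each list with the smallest adjusted p. The values of the paper's own tables had been seen when the rule was written. Principal components and Euclidean distances were computed on the centred log2 values of all probe sets. Differences of single values between the groups were tested by exact permutation over the 10 splits of the 6 arrays into groups of 3, whose smallest p is 0.1.

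The results were recomputed under 19 alternatives set before the data were examined (the ANOVA of the methods with Storey q values over lambda from 0.05 to 0.95 or with Benjamini-Hochberg adjustment, a trended and robust prior, array weights, quantile normalization, centring on the median or the 75th percentile, a filter that keeps the 18194 probe sets above the median of all values in at least 3 arrays, only probe sets of 1 gene, the replicate number as a block, leaving out each array, the mean of a gene's probe sets, and other sets of probe sets for the distances) and 2 chosen after seeing the data (cyclic loess, and leaving out 6617 probe sets numbered below the first one in the annotation). The tests were checked on simulated data with 35556 probe sets, 200 of them changed in each of 5 runs, at the residual spread of these arrays. For RUNX2/MYC against WT limma recovered 8.96% of probe sets changed by a log2 value of 0.5, 62.7% of those changed by 1 and 91.2% of those changed by 2, with 5.91% of its calls false. The ANOVA with Storey q values recovered 5.08%, 19.4% and 53.3%, with 3.37% false. Simulated lists of 40 genes shifted by 0.5 passed in 5 of 5 runs by camera with either correlation and by fry, and unshifted lists in 0. On the real arrays every other split passed 18 to 26 lists by camera with the preset correlation, against 25 for the real split. The simulated 0 therefore does not carry over to those list calls.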

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

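The tests of thymic epithelial genes against matched random lists and against the lists of other cell types, the look at sex-linked genes on each array, the test of a difference in the distribution of values, and cyclic loess were chosen only after the results they bear on were seen.

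Genes of the SMYD and RUNX families whose array values the paper's text does not discuss also differed, and the heat map of Fig. 1C includes Smyd1 and Smyd5. Smyd1 (log2 fold change 0.89, adjusted p = 0.0141 from limma; 3.2e-04 to 0.11 over 19 settings) and Smyd5 (1.01, adjusted p = 0.0137; 3.2e-04 to 0.11) were higher, and Runx1 (-1.02, adjusted p = 0.0234; 5.8e-04 to 0.133) was lower in RUNX2/MYC thymus, each past the threshold and without overlap between the arrays of the groups. These 3 genes, and Runx3 with a log2 fold change of 0.51 (standard error 0.10, adjusted p = 0.0661; 0.0012 to 0.287), were singled out after their values were seen. The calls of the 3 ended without RUNX2/MYC replicate 2 (adjusted p at most 0.133 over the arrays left out), RUNX2/MYC replicate 3, WT replicate 1 or WT replicate 2. For Runx3 the lowest adjusted p came with array weights, whose iteration did not converge.

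Of the 641 probe sets past the threshold, 93.0% were higher in RUNX2/MYC thymus, and 17 of 18 settings called more higher than lower. A shift of dim against bright probe sets between the arrays is argued against as the whole explanation, since the share was still 78.7% after cyclic loess removed that trend. Uneven spread of the arrays within the groups stays open, since its test cannot decide: the share was 54.8% without RUNX2/MYC replicate 1, where both counts were larger (872 higher and 718 lower, against 596 and 45), 87.8% without WT replicate 3, and the other 4 fits without 1 array called only 3 or 4 probe sets. An effect of the transgenes also remains open and was not tested apart from the spread. No other split of the 6 arrays called a probe set (641 for the real split, highest other 0, so 1 of 10 splits reached the real value), but 10 splits are too few for a share under 0.05, and for the gene lists 3 of 10 splits reached the real count of 25 (highest other 26).

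Genes of thymic epithelial cells had a median log2 fold change of -0.28 over 35 genes, negative in every setting (-0.38 to -0.20). The trend with signal is argued against, since the median minus the lower bound of the central 95% of random lists matched on mean signal was -0.23. A lower share of all cells other than thymocytes stays open: of the 2 other lists of such cells with a mean signal within 1 of the epithelial 8.99, dendritic cells and macrophages (8.50, 95% bootstrap interval of the median -0.25 to -0.13) and fibroblasts (8.45, -0.26 to -0.076), 0 had an interval apart from that of the epithelial list (-0.33 to -0.25). The remaining 5 lists had mean signals of 7.01 to 7.67, where fold changes can be compressed. Of these, endothelial cells (-0.16 to -0.040) and adipocytes (0.044 to 0.51) had intervals apart from the epithelial one. B cells, neutrophils and erythroid cells did not. All other lists pooled also lay apart (-0.18 to -0.10), as did the pool without adipocytes (-0.20 to -0.12), but both pools include the dim lists. The intervals resample genes and not animals. A change in the share or state of the epithelial cells alone was not tested and stays open.

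RUNX2/MYC replicate 1 and WT replicate 3 lay between the groups on the first principal component, and the first component of the within-group deviations held 60.4% of their variance. A difference in the distribution of values between the arrays is argued against, since the share was 59.7% after quantile normalization gave all arrays 1 distribution. Of 8 non-thymocyte lists, 0 had a median loading outside the central 99% of matched random lists. Cells of another type are argued against for the lists between percentiles 13.07 (dendritic cells and macrophages) and 74.02 (endothelial cells). They stay open for erythroid cells (percentile 1.58), neutrophils (4.23) and adipocytes (97.09), whose lists lay nearer the ends. Genes of oxidative phosphorylation, mitochondrial ribosomal proteins and histones lay at percentile 0 and those of double-positive thymocytes and 4 sex-linked genes at percentile 100, while on every array the log2 signal of Xist was at most 5.84 and that of the Y-linked Eif2s3y at least 9.67. A difference in thymocyte stage or in RNA quality may contribute, and neither was tested apart.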

How the results depend on the processing

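The loess scaling and the set without probe sets numbered below the first annotated one were chosen after seeing the data, and the other settings before. The counts of calls depend strongly on the setting and on single arrays, while most fold changes and list medians keep their sign. RUNX2/MYC against WT gave 596 higher and 45 lower probe sets, and the cause of each change below was not tested, except that fewer probe sets were tested under the filter on dim probe sets, with probe sets of 1 gene and without those below the first annotated one, and fewer arrays where 1 was left out. The promoter motif counts and both of their alternatives were not run, since no genome was used here, and the planned comparison of all calls with Table S1 was computed and then left out, since the copy used here is incomplete. Gene lists were not run with the ANOVA of the methods, which fits 1 probe set at a time. The iteration for array weights stopped before it converged, so its values are a poor guide.

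With the ANOVA of the methods and Storey q values 1213 probe sets were higher and 247 lower, 2 p53 targets were higher, 4 p53 modifiers passed, the shares of higher probe sets at an unadjusted p under 0.05 and with a fold over 1.5 added were 64.8% and 78.8%, and Trp53, at the log2 fold change of 0.40, passed (q = 0.0337; 0.00191 to 0.293 over its settings). With the same ANOVA and Benjamini-Hochberg adjustment 162 were higher, 2 of the discordant genes and 9 of Table S4 passed, and the shares were again 64.8% and 78.8%. With a trended and robust prior 1042 were higher and 104 lower, 1 p53 target was higher, the first share was 59.4% and Trp53 passed at 0.40. With array weights 9165 were higher and 12137 lower, 16 p53 targets were higher, 33 modifiers, 19 discordant genes and 44 genes of Table S4 passed, the first share was 43.2%, Trp53 passed at 0.38, and medians or values changed sign for Rplp0 (-0.024), p53 targets (-0.0030), the TCR complex (0.081) and adipocytes (-0.081).

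Under quantile normalization 98 were lower, the second share was 56.2%, the difference of within-group distances was -2.05, and the sign changed for Mdm2 (-0.076), polyamine synthesis (-0.059), TCR-induced genes (-0.029), erythroid cells (0.031) and the RUNX family (-0.049). Under median centring 915 were higher, 1 p53 target was higher, 4 modifiers passed, the shares were 75.8% and 74.9%, Trp53 passed at 0.48, and the sign changed for p53 targets of apoptosis (0.049), the BCL2 family (0.0034), the TCR complex (0.064) and memory-like T cells (0.036). Under 75th percentile centring 209 were higher, 5 discordant genes and 13 genes of Table S4 passed, the shares were 33.8% and 37.6%, and the sign changed for Mdm2 (-0.063), Rplp0 (-0.020), polyamine synthesis (-0.054), p53 targets (-0.086), TCR-induced genes (-0.075) and the RUNX family (-0.080). Under cyclic loess 124 were lower, the shares were 53.1% and 54.2%, the difference of distances was -0.296, and the sign changed for Cdkn2a (0.020), Mdm2 (-0.10), Rplp0 (-0.0059), polyamine synthesis (-0.11), p53 targets (-0.0022), TCR-induced genes (-0.020), erythroid cells (0.080) and the RUNX family (-0.069). Over the 1000 probe sets of highest variance the difference of distances was -0.85.

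With the filter on dim probe sets 1229 were higher and 143 lower, 5 modifiers passed, the first share was 67.8%, Trp53 passed at 0.40, and the sign changed for p53 targets of apoptosis (0.011), memory-like T cells (0.065), B cells (0.0096), erythroid cells (0.64) and the MYC network (0.088). With probe sets of 1 gene 1236 were higher and 149 lower, 1 p53 target was higher, 5 modifiers passed and the second share was 84.4%. Without the probe sets below the first annotated one 1109 were higher and 161 lower, 1 p53 target was higher, 4 modifiers passed, the shares were 52.0% and 51.7%, and Trp53 passed at 0.40. With the mean of a gene's probe sets 4 modifiers passed.

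The values do not settle whether the replicate numbers pair the arrays. The paper states that littermate-matched controls were used and does not tie them to replicate numbers. The deviations of same-numbered arrays correlated at 0.50, -0.15 and 0.61. RUNX2/MYC replicates 1 and 3 correlated best with the WT array of their own number, and RUNX2/MYC replicate 2 with WT replicate 3 (0.21). With the replicate block 1654 probe sets were higher and 763 lower, 1 p53 target was higher, 7 modifiers passed and the share of higher probe sets at an unadjusted p under 0.05 was 49.6%.

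Over the fits without 1 array, the number of higher probe sets ran from 3 (without RUNX2/MYC replicate 2) to 872 (without RUNX2/MYC replicate 1), of lower ones from 0 to 718, of modifiers from 0 to 3, of discordant genes from 0 to 10 and of genes of Table S4 from 0 to 22, the shares from 44.0% to 71.4% and from 49.8% to 76.8%, the difference of distances from -13.4 to 16.3, and Smyd2 from 1.18 to 1.29. Trp53 ran from 0.35 to 0.44 and passed in none of them. Mdm2 ran from -0.056 to 0.19 and list medians from -0.029 to 0.16 for polyamine synthesis, -0.038 to 0.041 for p53 targets, -0.053 to 0.016 for p53 targets of apoptosis, -0.046 to 0.045 for the TCR complex, -0.034 to 0.092 for TCR-induced genes, -0.098 to 0.0089 for memory-like T cells, -0.079 to 0.52 for adipocytes and -0.071 to 0.11 for the RUNX family. The number of lists past camera with the preset correlation ran from 23 (without WT replicate 3) to 29 (without RUNX2/MYC replicate 2).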

Differences from the paper's values

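The paper's threshold is a q under 0.05 and the one used here an adjusted p under 0.05 from limma, on values whose processing is described in the sample notes differently from the methods. The paper counts 1178 higher probe sets where 596 were found here, and 896 higher genes where 460 were found. Both counts came within 1.5 times of the paper's with the ANOVA and Storey q values that its methods name, a trended and robust prior, median centring, the filter on dim probe sets, probe sets of 1 gene, the replicate block and without RUNX2/MYC replicate 1, and under none of the other alternatives set before the data were examined. The paper counts 239 lower probe sets where 45 were found here, and of the alternatives set before the data were examined only the ANOVA with Storey q values came within 1.5 times (247). For lower genes, 171 in the paper and 20 here, that ANOVA, probe sets of 1 gene and the replicate block came within 1.5 times, and the others did not. Leaving out the probe sets numbered below the first annotated one, which was chosen after seeing the values and drops 88 of the probe sets in Table S1, gave 1109 higher and 161 lower, both within 1.5 times of the paper's counts.

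Among log2 fold changes on the probe sets of Table S1, taken on the probe set that stands for the gene where the table lists it and otherwise on the first that it lists, 17 of 35 genes differed by more than the spread between replicates (1 SD) and 18 did not, Tnfrsf8, Sphk1 and Tead1 among them. Over all their 39 probe sets the numbers were 18 and 21. The fold change was smaller in size here than in the paper for 30 of the 35 genes and 33 of the 39 probe sets. The ANOVA of the methods gave the same log2 fold changes on these values (0.40 for Trp53), so the test does not explain the gaps. For the 17 genes this argues against Table S1 having been computed from these values as deposited. How the values behind Table S1 were processed could not be checked here. For Smyd2 the paper's value is 1.48 and the one here 1.23, for Prmt5 0.97 and 0.72, for Bax 0.69 and 0.47, for Smyd5 1.26 and 1.01, and for Rplp0 -0.88 and 0.19, and none of the alternatives closed these gaps. For Trp53 the paper's value is 0.51 and the one here 0.40, and the gap closed under median centring, without WT replicate 1 and without WT replicate 2, and under no other alternative. For Gzmb (-0.68 in the paper, -0.46 here) it closed with array weights, 75th percentile centring and without WT replicate 3. For Set (0.61 in the paper, 0.54 here) it closed under median centring and without RUNX2/MYC replicate 1, RUNX2/MYC replicate 2, WT replicate 2 or WT replicate 3, while the other probe set of Set did not differ (0.59 in both), and for Ccnd1 (1.76 in the paper, 1.52 here) with array weights alone. For Smyd1 (0.96 in the paper, 0.89 here) it closed under quantile normalization and median centring. For Adarb1 (0.51 in the paper, 0.31 here) it closed without RUNX2/MYC replicate 2 or WT replicate 2. For Klf2 (0.63 in the paper, 0.53 here) it closed with array weights, median centring and without RUNX2/MYC replicate 1 or 3 or WT replicate 1 or 3. For Phb (0.75 in the paper, 0.55 here) it closed under median centring and without RUNX2/MYC replicate 1, and for Plaur (1.18 in the paper, 0.92 here) under the same and without RUNX2/MYC replicate 3 or WT replicate 1. For Prdx6 (0.69 in the paper, 0.56 here) it closed under median centring alone, for Tagln2 (0.57 in the paper, 0.50 here) under median centring and without RUNX2/MYC replicate 3 or WT replicate 1, and for Rpl6 (0.24 in the paper, 0.28 here) with array weights, 75th percentile centring and without RUNX2/MYC replicate 1, RUNX2/MYC replicate 2 or WT replicate 3, while the other probe sets of Rpl6 (0.32 and 0.28 in the paper, 0.31 and 0.31 here) did not differ. In each case the alternatives not named left the difference.

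The paper describes the transgenic arrays as more divergent than the WT arrays and Fig. 1B shows the WT arrays close together. Here the mean distance was 58.4 within RUNX2/MYC and 57.8 within WT. It was larger within RUNX2/MYC by 16.3 without WT replicate 3, 7.34 without RUNX2/MYC replicate 2 and 5.95 without RUNX2/MYC replicate 3. It was also larger under 75th percentile centring (1.59) and without the probe sets below the first annotated one (3.24). Under median centring, the filter on dim probe sets, probe sets of 1 gene and those above the median signal it was larger by 0.13 to 0.65. It was smaller under quantile normalization, cyclic loess and over the 1000 probe sets of highest variance. The same held without RUNX2/MYC replicate 1, WT replicate 1 or WT replicate 2. The paper finds no bias to higher probe sets at an unadjusted threshold and a restored bias once a fold filter is added. Here the shares of higher probe sets were 56.5% and 59.2%, and with the ANOVA of the methods 64.8% and 78.8%.

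The paper calls Trp53 overexpressed. Here its direction is the same, its adjusted p from limma is 0.0741, and it passes with the ANOVA and Storey q values (q = 0.0337), a trended and robust prior, array weights, median centring, the filter on dim probe sets, and, chosen after seeing the data, without the probe sets below the first annotated one (adjusted p from 0.00191 to 0.293 over its settings). The paper has a trio of p53 modifiers pass, all inhibitors. Here Smyd2 and Prmt5 pass, and Set passes on the pair of probe sets that Table S1 lists for it and not on its brightest one. With Storey q values 4 pass, Usp10 (q = 0.041) and Chek1 (q = 0.0438) beside Smyd2 and Prmt5, all in the inhibitor group of Table S5, and on its Table S1 probe sets Set passes as well (q = 0.0255 and 0.0214), so the paper's trio pass with its test on its probe sets. Genes of the activating group passed under other settings: Atm and Atr with the replicate block, Chek2 without RUNX2/MYC replicate 1, and 16 genes with array weights. Rplp0 is lower in the paper and had a log2 fold change of 0.19 on the same probe set here. Several genes that Table S1 includes did not pass by limma here on the probe set that it lists: Xpo1 (adjusted p = 0.091), Cdk4 (0.188), Ybx1 (0.172), Il13 (0.0907), Cish (0.352), Gzmb (0.0997) and Bax (0.0555). With Storey q values Xpo1 (q = 0.0269) and Bax (q = 0.0345) passed and Cdk4 (0.0637), Il13 (0.0664), Gzmb (0.0774), Ybx1 (0.0878) and Cish (0.146) did not, and with the replicate block Il13 (0.0409) and Bax (0.038) passed.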

Other observations

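Lists of other cell types and responses that the paper does not discuss were fixed before the data were examined, and cyclic loess was chosen after the results were seen. Of 28 measured genes of the interferon response, all but 2 had a negative log2 fold change, with a median of -0.31, though only Ifi44l passed the test over all probe sets, in the other direction (1.25). Over the list alone 12 were lower and 1 higher (adjusted p = 0.402 by camera with an estimated correlation). The chemokine gene Cxcl10, which interferon induces, had a log2 fold change of -0.82 (adjusted p = 0.101 from limma) and Ifit1 of -0.74 (adjusted p = 0.0623). Of 30 genes of dendritic cells and macrophages none passed over all probe sets, and 9 were lower over the list alone (median -0.20, adjusted p = 0.326). Of 24 fibroblast genes none passed in either count (median -0.18, adjusted p = 0.6), of 17 B cell genes 1 was higher over the list alone (median -0.20, adjusted p = 0.457, with 0.0096 under the filter on dim probe sets), and of 13 neutrophil genes (median -0.14, adjusted p = 0.6), 18 endothelial genes (-0.093, 0.676) and 11 erythroid genes (-0.087, 0.995) none passed. The erythroid median turned positive under quantile normalization and cyclic loess. In thymic epithelium, the regulators Foxn1 and Aire had log2 fold changes of -0.24 (adjusted p = 0.17) and -0.27 (adjusted p = 0.252).

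Il2rb and Nkg7 were higher among 21 genes of memory-like and NK-like T cells, with 3 higher and 4 lower over the list alone (adjusted p = 0.875 with an estimated correlation), while of 22 killer cell lectin-like receptor genes none passed in either count (median -0.16, adjusted p = 0.457). Of 10 genes of the RUNX family and its partners, the corepressor gene Tle1 (0.50) was higher and Runx1 lower (2 and 1 over the list alone; adjusted p = 0.818). Of 15 genes of the BCL2 family none passed over all probe sets or over the list alone (median -0.081, adjusted p = 0.457; positive under median centring), and of 31 histone genes none (median -0.14, adjusted p = 0.6). Of 4 measured sex-linked genes none passed (median 0.19, adjusted p = 0.47).

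The adipocyte list had a median log2 fold change of 0.23 over 13 genes, of which none passed (adjusted p = 0.731 with an estimated correlation). It was -0.079 without RUNX2/MYC replicate 2, the array in which Ucp1, Car3 and Cidea (log2 signal 7.29) were highest.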
